# FNDC5 inhibits autophagy of bone marrow mesenchymal stem cells and promotes their survival after transplantation by downregulating Sp1

**DOI:** 10.1038/s41420-023-01634-4

**Published:** 2023-09-06

**Authors:** Huan Wei, Shuaiye Liu, Tingting Wang, Yanping Li, Kangmei Liu, Qunying Guo, Ling Li

**Keywords:** Stroke, Stem-cell research, Mesenchymal stem cells

## Abstract

Regenerative therapy based on mesenchymal stem cells (MSCs) has great promise to achieve functional recovery in cerebral infarction patients. However, the survival rate of transplanted MSCs is extremely low because of destructive autophagy caused by the harsh ischemic microenvironment in cerebral infarct tissue. The mechanism by which fibronectin type III domain protein 5 (FNDC5) regulates autophagy of transplanted bone marrow-MSCs (BMSCs) following ischemic injury needs to be elucidated. In this study, we confirmed that FNDC5 promotes the survival of transplanted BMSCs in a rat cerebral infarction model. Furthermore, bioinformatic analysis and verification experiments revealed the transcription factor, Sp1, to be a key mediator of autophagy regulation by FNDC5. FNDC5 significantly inhibited BMSC autophagy by down-regulating Sp1 and the autophagy-related Sp1-target gene, *ULK2*. Transplanted BMSCs overexpressing FNDC5 (BMSCs-OE-FNDC5) promoted neurovascular proliferation and alleviated ischemic brain injury in cerebral infarct model rats. However, the increased survival and enhanced neuroprotective effect of transplanted BMSCs-OE-FNDC5 were reversed by simultaneous overexpression of Sp1. Our data indicate a role for FNDC5 in BMSC survival and reveal a novel mechanism of transcription regulation through Sp1 for the autophagy-related gene *ULK2*. Modulation of FNDC5 may promote survival capacity and improve the therapeutic effect of BMSCs in various tissues following ischemia.

## Introduction

Stroke is a leading cause of adult disability [1] and the Chinese population ranks first in the world for the lifetime risk of stroke [2]. Among the existing 28.76 million stroke cases in China, 84% are cerebral infarction patients [3]. Unfortunately, various types of therapy, including thrombolysis and mechanical thrombectomy, are ineffective at continuously improving the overall disease prognosis [4]. Regenerative therapy based on mesenchymal stem cells (MSCs) has great promise for achieving functional recovery in cerebral infarction patients [5, 6]. By affecting ischemia pathophysiology at multiple targets, MSCs are considered to be “seed cells”, that are suitable for cell transplantation therapy after ischemic brain injury [7, 8]. However, the survival rate of transplanted MSCs is extremely low because of the severe microenvironment following ischemia, which greatly limits the therapeutic efficacy of MSCs for cerebral infarction [9].

The protective efficacy of MSCs is positively correlated with the number of transplanted cells that survive [10]. The low survival rate of transplanted MSCs is mainly attributed to extreme autophagy, apoptosis, and necrosis caused by persistent ischemia and hypoxia [11]. Among diverse types of cell death, autophagy is considered to both improve and hinder the survival, engraftment, and paracrine activities of MSCs in vivo [12, 13]. On the one hand, this highly conserved cell process provides protective effects against hypoxia or ischemia-induced injury by eliminating macromolecules that are no longer needed and by supplying extra energy [14, 15]. On the other hand, if the hypoxia or ischemic event is severe or prolonged, the autophagic process may be continuously activated, leading to enhanced MSCs death [16, 17]. Moreover, the interconnected nature of cell death pathways means that crosstalk between autophagy and apoptosis is likely to be consequential but this remains under investigation [18]. The detailed role of autophagy in hypoxia-induced apoptosis of MSCs has not been fully elucidated [16, 18]. Therefore, the highly networked and precise molecular mechanisms involved in the regulation of autophagy-related cell death require further exploration.

The glycosylated transmembrane precursor protein, Fibronectin type III domain protein 5 (FNDC5), and its extracellular cleavage product of 112 amino acids, named Irisin, have been implicated in numerous processes, including energy metabolism, oxidative stress, anti-aging, and synapse rebuilding [19, 20], making it a promising target for modulating autophagy [21]. Exercise-induced FNDC5/Irisin can protect nucleus pulposus cells against senescence by modulating autophagy [22] and we have previously shown that overexpression of FNDC5 (OE-FNDC5) can ameliorate autophagy and promote cell proliferation in bone marrow MSCs (BMSCs) upon hypoxia and serum deprivation (H/SD) [23]. However, the molecular pathways by which FNDC5 modulates BMSCs autophagy are undetermined and the protective effect of FNDC5 after BMSC transplantation for treatment of cerebral infarction needs further elucidation.

Here, we clarified the molecular mechanism by which FNDC5 regulates autophagy of BMSCs and affects their survival under H/SD conditions. Furthermore, we investigated the effects of FNDC5 on BMSC transplantation and neurological rehabilitation in middle cerebral artery occlusion (MCAO) rats and verified the hypothesis that FNDC5 is a key mediator of the beneficial effects of physical exercise after MSCs therapy in cerebral infarction models. FNDC5 is, therefore, a potential target for therapeutic intervention in treating cerebral infarction.

## Results

### Enhanced autophagy exacerbates cell death under conditions of hypoxia and serum deprivation

To explore the effect of severe hypoxia and ischemia on cell death, we subjected BMSCs to H/SD for 12, 24, and 48 h. CCK8 assays showed that cell proliferation decreased gradually with extended injury time (Fig. 1A), and flow cytometry showed that BMSC apoptosis significantly increased with prolonged injury (Fig. 1B). In addition, for two representative autophagy proteins, levels gradually increased for Beclin 1 and decreased for p62 (Fig. 1C). Accordingly, the fluorescence intensity of the autophagy marker, LC3 II/B, was enhanced with persistent H/SD (Fig. 1D). These results indicated that sustained H/SD enhanced BMSC autophagy and exacerbated cell death.

**Fig. 1:**
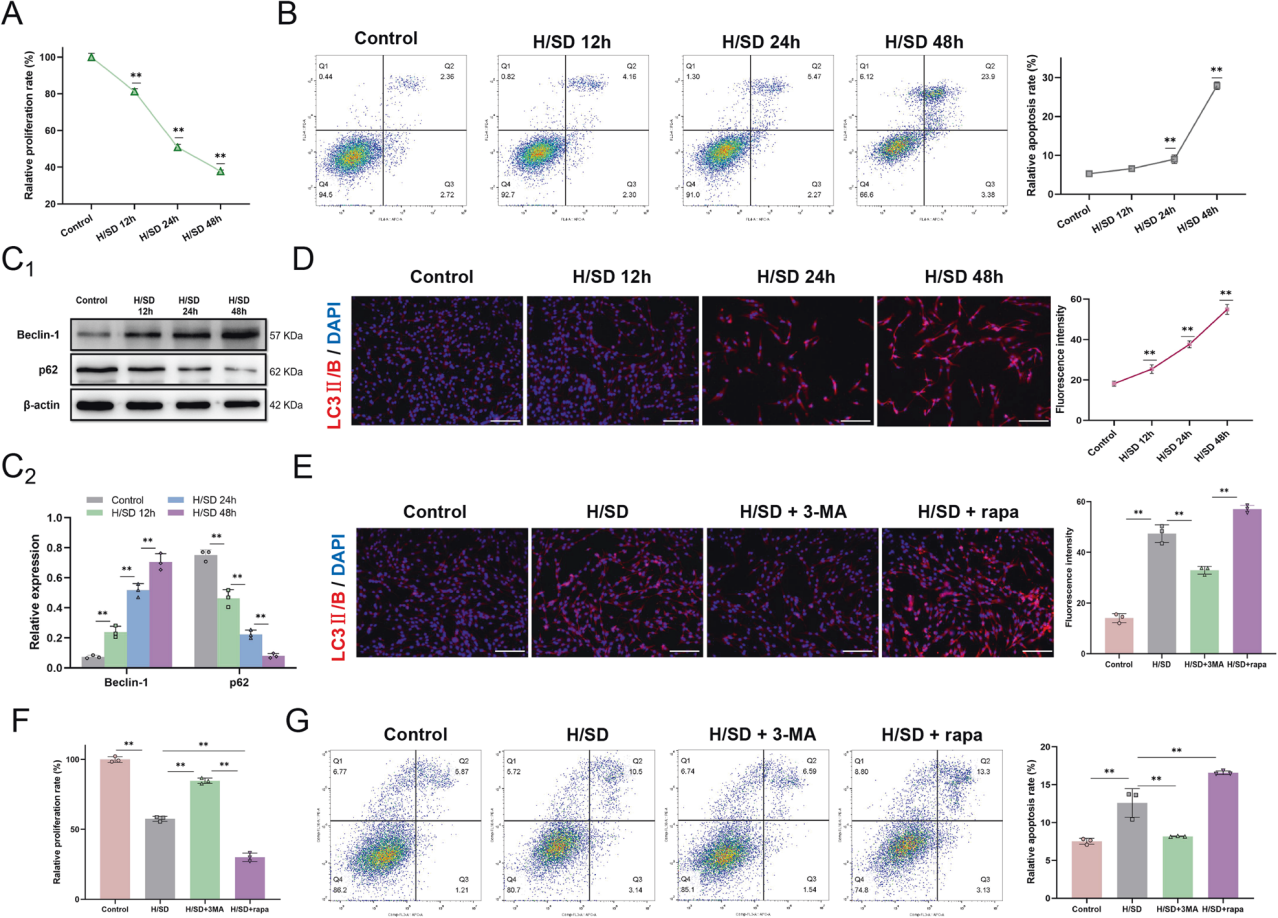
Effects of H/SD on BMSC autophagy and viability. **A** CCK-8 assay detection of cell proliferation after H/SD treatment. **B** Flow cytometry detection of apoptosis upon H/SD treatment. **C** Western blot analysis of autophagy representative proteins, Beclin 1 and p62. **D** Immunofluorescence of LC3 II/B in BMSCs at different times after injury. **E** Immunofluorescence of LC3 II/B after H/SD and autophagy inhibitor (3-MA, 5 mM) or autophagy inducer (rapa, 1.0 μg/L) treatment. **F** CCK-8 assay detection of cell proliferation after autophagy inhibition or promotion. **G** Flow cytometry detection of BMSC apoptosis after autophagy inhibition or promotion. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 3, Scale bar = 100 μm. H/SD hypoxia/serum deprivation, LC3 II/B Microtubule-associated protein 1 light chain 3 II/B, DAPI 4'6-diamidino-2-phenylindole, 3-MA 3-methyl-adenine, rapa rapamycin.

The effect of autophagy on the apoptosis and proliferation of BMSCs was further explored using an autophagy inhibitor, 3-methyl-adenine (3-MA), and an autophagy activator, rapamycin (rapa). Immunofluorescence analysis indicated that LC3 II/B levels were decreased, and autophagy was inhibited in the 3-MA (5 mmol/L)-treated group under H/SD for 24 h. In contrast, addition of rapa (1.0 μg/L) promoted autophagy and increased the level of LC3 II/B (Fig. 1E). Concomitant with the enhancement of autophagy (in the rapa group), apoptosis increased, and proliferation decreased under H/SD. However, inhibition of autophagy (in the 3-MA group) promoted BMSC viability and reduced apoptosis (Fig. 1F, G). Together, these results confirmed that inhibition of autophagy alleviated apoptosis and improved the survival of BMSCs under persistent and severe hypoxia and nutrient deprivation.

### Overexpression of FNDC5 inhibits autophagy in BMSCs under H/SD

We previously demonstrated the effect of FNDC5 overexpression in BMSCs under H/SD on autophagy and promotion of cell survival [23]. In this study, we continued to explore the molecular mechanisms by which FNDC5 regulates autophagy in BMSCs. High-throughput RNA sequencing (RNA-seq) was performed on BMSCs transfected with lentivirus overexpressing FNDC5 (BMSCs-OE-FNDC5) and on negative control BMSCs (BMSCs-OE-NC) that had been subjected to H/SD for 24 h. 

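The RNA-seq data comprised 6 libraries, 3 of BMSCs-OE-FNDC5 and 3 of BMSCs-OE-NC, which the labels call biological replicates. By the paper's methods, the BMSCs came from 2-month-old rats, were passaged 3 times and were transduced with lentivirus for 72 h at a multiplicity of infection of 10 with 6 μg/ml polybrene. H/SD was applied for 24 h at 1% O2, 94% N2 and 5% CO2. Fndc5 encodes the membrane protein from which irisin is cleaved, and its transcript separated the groups in every library, with 17 to 25 counts in BMSCs-OE-NC and 64195 to 65589 counts in BMSCs-OE-FNDC5. After scaling by the trimmed mean of M values (TMM), Fndc5 stood at 1.06 ± 0.208 CPM (SD, n = 3) in BMSCs-OE-NC and at 4334 ± 79.1 CPM (SD, n = 3) in BMSCs-OE-FNDC5. The log2 fold change was 11.98 (standard error 0.06, adjusted p = 1.3e-16 from edgeR's quasi-likelihood test).

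The deposited gene counts are whole numbers for 33508 genes, 32883 of which carry rat Ensembl identifiers. Total counts ranged from 17430287 to 17965722 (median 17613836) in BMSCs-OE-NC and from 16640635 to 17229490 (median 17182916) in BMSCs-OE-FNDC5. A table of FPKM values holds the same genes, scaled in each library by a constant close to the size factor of DESeq2 times the mean total count. The submitters' notes list CASAVA, Bowtie2 2.2.3, HISAT2 2.1.0, TopHat2, HTSeq 0.6.0 and DESeq2, without the step each was used for and without a strand setting. They also name the mouse build mm10 and an extraction from retinas, whereas the tables hold 0 mouse identifiers, the labels give bone marrow as the source and the paper describes rat BMSCs. The tables name no rat genome build, and the chromosome positions given for genes are the tables' own.

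Of 16786 genes with a count, 12104 passed the filter of edgeR (filterByExpr, minimum count 10 and minimum total 15) and were tested. TMM factors were 1.13 to 1.14 in BMSCs-OE-NC and 0.877 to 0.882 in BMSCs-OE-FNDC5. A gene counted as differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) with an absolute log2 fold change over 1, the thresholds printed in Fig. 2B. Log2 fold changes are BMSCs-OE-FNDC5 over BMSCs-OE-NC throughout. All p-values rest on 3 libraries against 3, for which an exact permutation test of a single gene cannot go below p = 0.1. Neither the labels nor the paper state whether the 3 libraries of a group came from separate rats, cultures or transductions. The p-values therefore need not describe variation between animals or transductions.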

OE-FNDC5 caused significant down-regulation of 2063 genes (Fig. 2A, B). 

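In BMSCs-OE-FNDC5, 1191 genes were higher and 2124 genes were lower than in BMSCs-OE-NC, so that 64.1% of the 3315 differentially expressed genes fell. The largest falls included Kng1 (kininogen, log2 fold change -5.09), Hp (haptoglobin, -4.43), Tnfrsf11b (osteoprotegerin, -3.88), Mme (a membrane metallopeptidase, -3.83), Cp (ceruloplasmin, -3.74), Col14a1 (a fibril-associated collagen, -3.28) and C3 (complement component, -3.28). Hp went from 174 ± 3.66 CPM (SD, n = 3) to 8.05 ± 0.775 CPM (SD, n = 3). The largest rises after Fndc5 included Gdf15, a cytokine induced by cell stress (3.80), Mgmt, which repairs alkylated DNA (3.44), Crabp2, a carrier of retinoic acid (3.23), and Nqo1, a quinone reductase (2.94). Mgmt went from 23.4 ± 0.979 CPM (SD, n = 3) to 254 ± 15.0 CPM (SD, n = 3), and Nqo1 from 157 ± 7.71 CPM (SD, n = 3) to 1212 ± 28.8 CPM (SD, n = 3).

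Srm, which makes spermidine (4.72), and Capns1, a calpain subunit (4.23), also ranked among the 12 largest rises, but their counts differed more than 5-fold between libraries of the same group. In BMSCs-OE-FNDC5 Srm had 46.5 ± 40.2 CPM (SD, n = 3). At an adjusted p under 0.05 alone, 4469 genes rose and 4692 fell. The share of differentially expressed genes that fell was 44.9% on log2(FPKM + 1) and 60.9% on log2(FPKM + 0.1). It was 87.4% when counts were scaled by library size only, which moved the median log2 fold change of all genes by -0.37. Upper-quartile scaling moved that median by -0.10.

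Log2 fold change also fell with gene length. The median was 0.65 in the eighth of genes with the shortest transcripts (49 to 956 bases) and -0.84 in the eighth with the longest (4723 to 29464 bases). Across genes, which are not independent replicates, Spearman's correlation of log2 fold change with gene length was -0.44.

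**Figure D1:**
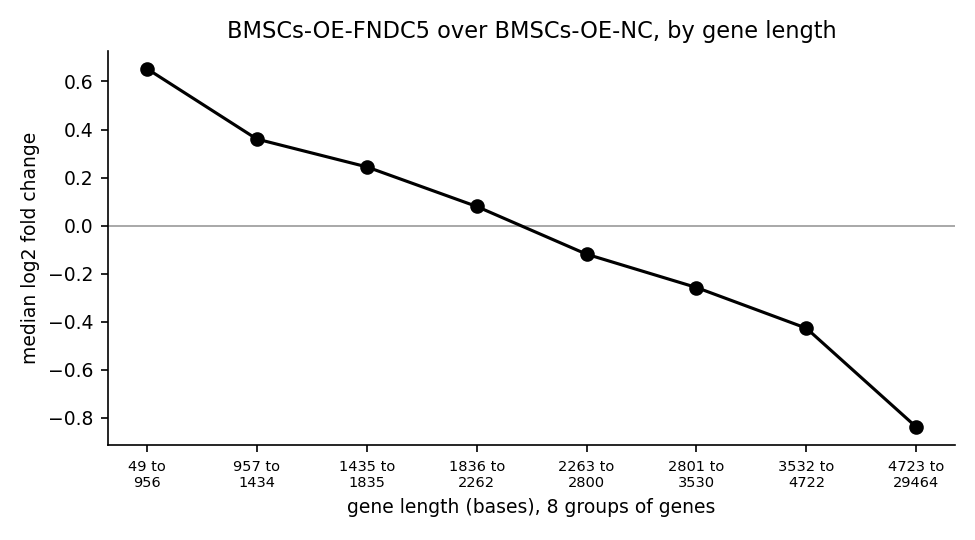
Median log2 fold change, BMSCs-OE-FNDC5 over BMSCs-OE-NC, in 8 groups of genes ordered by gene length in bases. The median passes from 0.65 in the shortest group through 0.08 at 1836 to 2262 bases to -0.84 in the longest.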

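With TMM scaling, most genes of cytosolic ribosomal proteins, nuclear oxidative phosphorylation, the proteasome and the cell cycle rose in BMSCs-OE-FNDC5. Most genes of TGF-beta, BMP and Wnt signalling and of the matrix fell. Here and below, genes of a list count as up or down at an adjusted p under 0.05, without the fold threshold unless stated. Of 42 listed genes of cytosolic ribosomal proteins, 41 rose (median log2 fold change 1.13, adjusted p = 0.22 with an estimated correlation). The other, Rps6, had counts that varied more than 5-fold within a group. Rpl7a and Rplp2, not among the 42, also varied that much and did not pass (adjusted p = 0.10 and 0.99 from edgeR). Rpsa, a protein of the small subunit, went from 2302 ± 29.4 CPM (SD, n = 3) to 6367 ± 32.0 CPM (SD, n = 3). Of 34 nuclear genes of oxidative phosphorylation, 29 rose and 3 fell (median 0.70, adjusted p = 0.31 with an estimated correlation), including Cox4i1 (1.11) and Uqcrc1 (1.03). Of 31 proteasome genes, 26 rose and 4 fell (median 0.51, adjusted p = 0.40 with an estimated correlation), including the catalytic-ring subunits Psmb6 (1.48) and Psmb3 (1.41). Glycolysis had 17 genes up and 2 down of 20 (median 0.56, adjusted p = 0.22 with an estimated correlation), with enolase Eno1 going from 3221 ± 48.5 CPM (SD, n = 3) to 5580 ± 17.4 CPM (SD, n = 3). Among antioxidant targets of NRF2, 13 of 21 rose and 6 fell (median 0.64, adjusted p = 0.40 with an estimated correlation), among them the ferritin light chain Ftl1 (1.42) and Gstp1 (1.65).

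Of 33 cell cycle genes, 22 rose and 1 fell (median 0.76, adjusted p = 0.42 with an estimated correlation), among them the mitotic kinase Cdk1 (1.59) and the spindle checkpoint activator Cdc20 (1.97). Of 32 genes of DNA replication, 22 rose and 3 fell (median 0.66, adjusted p = 0.22 with an estimated correlation), including the helicase subunit Mcm5 (1.62). Only 3 of 15 listed histone genes could be tested, H2afz, H2afx and Hist1h1c, and all 3 rose (median 0.99, adjusted p = 0.31 with an estimated correlation). Without a filter 8 could be tested, of which 5 rose and 1 fell, and the list was not called (adjusted p = 0.085). In the opposite direction, 20 of 26 genes of TGF-beta and BMP signalling fell and 5 rose (median -0.85, adjusted p = 0.22 with an estimated correlation), with Smad3, a signal transducer, at -1.22 and the ligand Bmp2 at -1.13. Of 19 genes of Wnt signalling, 12 fell and 3 rose (median -0.65, adjusted p = 0.22 with an estimated correlation), including the coreceptor Lrp6 (-2.04) and beta-catenin, Ctnnb1 (-0.75). Of 37 genes of the extracellular matrix, 22 fell and 11 rose (median -0.34, adjusted p = 0.42 with an estimated correlation), including Thbs2 (-2.13), Col12a1 (-2.50) and the collagen crosslinking enzyme Lox (-1.69). Past both thresholds, genes up and down numbered 25 and 0 for ribosomal proteins, 8 and 0 for oxidative phosphorylation and 7 and 0 for the proteasome. Glycolysis had 1 and 1, NRF2 targets 6 and 0, cell cycle 13 and 0 and DNA replication 10 and 1. Histones had 1 and 0, TGF-beta and BMP signalling 1 and 10, Wnt signalling 2 and 6 and the matrix 4 and 13. Without the fold threshold, counts of genes up and down in these 11 lists were equal when adjusted over the list alone. Scaled by library size only, 17 proteasome genes rose and 9 fell, 12 genes of glycolysis rose and 5 fell, 21 of oxidative phosphorylation rose and 7 fell, 15 of cell cycle rose and 3 fell, and 14 of DNA replication rose and 4 fell.

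With a preset correlation of 0.01, camera called these 11 of 41 lists (15 at an unadjusted p under 0.05), and with an estimated correlation it called 0 (6 at an unadjusted p under 0.05). Without a comparison to other genes, fry found movement on balance in one direction in 37 lists. The statistics of DESeq2 gave adjusted p = 0.28 for cell cycle, 0.18 for DNA replication and 0.075 for histones, where the 15 alternatives set beforehand ranged from 4.3e-04 to 0.28, from 8.4e-04 to 0.18 and from 0.0036 to 0.085. Among lists that rose, median gene length was 639 bases for histones, 765 for ribosomal proteins, 1063 for oxidative phosphorylation, 1519 for the proteasome, 2030 for NRF2 targets, 2077 for glycolysis, 2519 for DNA replication and 3050 for cell cycle, and among those that fell 2843 for TGF-beta and BMP signalling, 3486 for Wnt signalling and 4475 for the matrix. With each library's trend with gene length removed, a choice made after seeing the trend, histones (adjusted p = 0.099) and matrix (adjusted p = 0.62) were no longer called. Of the matrix genes, 15 then rose and 15 fell. Medians then came to 0.23 for oxidative phosphorylation, 0.35 for histones, 0.33 for NRF2 targets, 0.29 for the proteasome, 0.60 for ribosomal proteins, 0.51 for glycolysis, -0.46 for TGF-beta and BMP signalling, -0.49 for Wnt signalling and -0.08 for matrix, whereas those of cell cycle (0.96) and DNA replication (0.81) were higher.

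Few markers of other cell types reached the test. Of 20 macrophage and monocyte genes 4 were tested, with Cd14 (1.00) and Cd68 (0.75) up and 1 down (median 0.73, mean -0.19, camera adjusted p = 0.67), though Cd68 did not pass scaled by library size only (adjusted p = 0.14) or with the length trend removed (adjusted p = 0.11). Of 17 lymphocyte and granulocyte genes 2 were tested and neither passed. The single genes tested for erythroid cells (Klf1, 1.32, of 11), endothelium (Egfl7, 0.81, of 15) and epithelium (Krt8, 0.98, of 11) rose. Of 19 genes of retina and neurons 2 were tested, Stmn2 (1.29) and Tubb3 (2.21), with means of 42.4 and 1.03 CPM in BMSCs-OE-FNDC5 (camera adjusted p = 0.25).

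**Figure D2:**
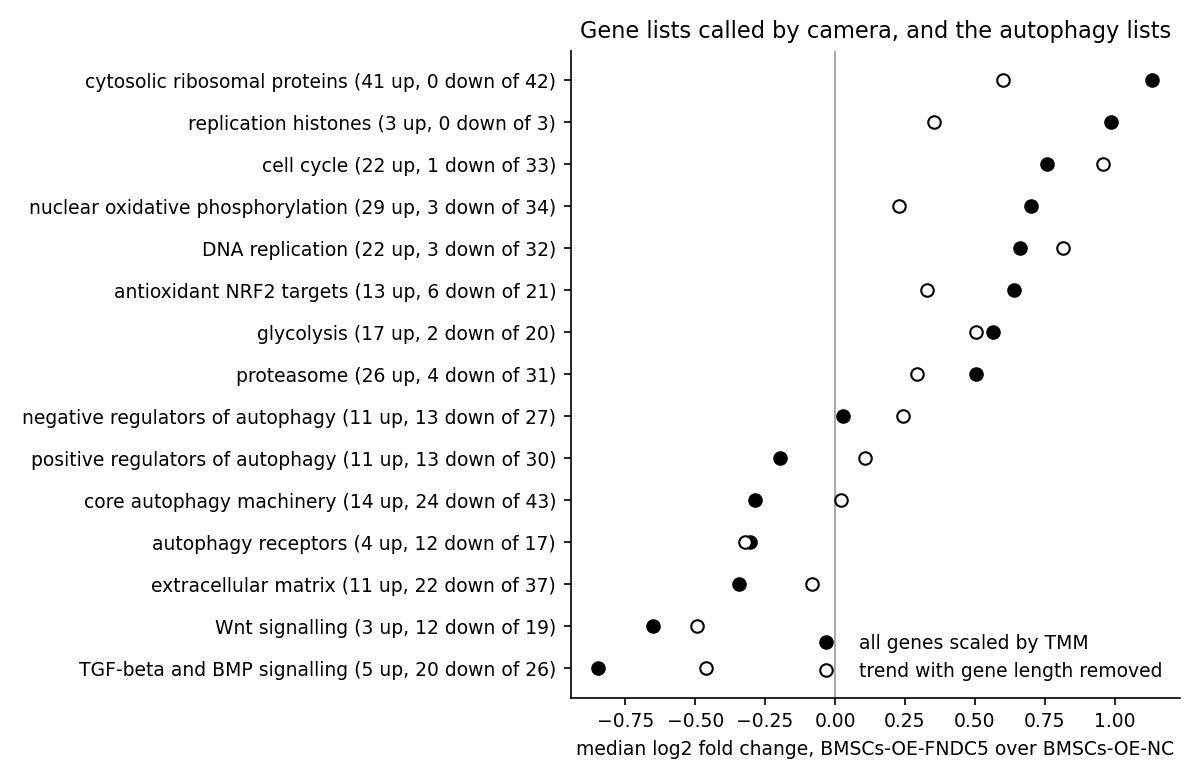
Median log2 fold change, BMSCs-OE-FNDC5 over BMSCs-OE-NC, of the gene lists called by camera and of 4 autophagy lists. Filled circles give TMM scaling and open circles the fit with the trend with gene length removed, where ribosomal proteins move from 1.13 to 0.60 and core autophagy genes from -0.29 to 0.02.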

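Genes of autophagy moved in both directions in BMSCs-OE-FNDC5. Of 43 genes of the core machinery, 14 rose, 24 fell and 5 did not pass the test at an adjusted p under 0.05 alone. With the fold threshold as well, 3 core genes rose and 5 fell, and 1 receptor rose and 5 fell. Of positive regulators 0 rose and 4 fell past both thresholds, and of negative regulators 1 rose and 4 fell. Vmp1, which acts at the forming autophagosome, fell from 194 ± 4.80 CPM (SD, n = 3) to 121 ± 5.15 CPM (SD, n = 3), and Atg3, the enzyme that conjugates LC3 to lipid, had a log2 fold change of -0.51. Chosen after their values were seen, Rb1cc1, a subunit of the ULK complex (-1.47), and Epg5, a tethering factor (-1.39), stood among the lowest, and Vamp8, a fusion protein (1.28), Atg16l2 (1.26) and Gabarap (0.97) among the highest. Of 17 autophagy receptors, 4 rose, 12 fell and 1 did not pass, with the ferritin receptor Ncoa4 (-2.00), Tax1bp1 (-1.46), Bnip3l (-0.84) and Nbr1 (-0.81) among the falls.

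Of 30 positive regulators of autophagy, 11 rose, 13 fell and 6 did not pass, and 14 fell when adjusted over the list alone. The transcription factor Foxo3 (-1.35) and the mTORC1 inhibitor Tsc1 (-1.30) were among the falls. Negative regulators numbered 27, of which 11 rose, 13 fell and 3 did not pass. The receptor Igf1r (-1.17) and the kinase subunit Pik3ca (-1.42) fell. All other counts without the fold threshold in the 4 lists were equal when adjusted over the list alone.

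Camera called 0 of the 4 lists, also at an unadjusted p under 0.05. Its adjusted p was 0.52 for the core machinery (median log2 fold change -0.29), 0.16 for receptors (-0.30), 0.84 for positive regulators (-0.20) and 0.84 for negative regulators, whose median was 0.03 and mean -0.16. With an estimated correlation the adjusted p was 0.55, 0.42, 0.90 and 0.90. Within the list alone, fry gave the direction up for each, with adjusted p = 4.3e-04, 0.056, 0.45 and 0.013, opposite in sign to the medians of the first 3 lists. These were lists fixed by hand, since the GO and KEGG gene sets were not used here.

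Median gene length was 2305 bases in the core machinery, 3166 in receptors, 2900.5 in positive and 3316 in negative regulators, and the medians did not follow that order. With the trend with gene length removed, as chosen after seeing it, the medians became 0.02, -0.32, 0.11 and 0.24. Genes up and down then numbered 18 and 19 in the core machinery, 7 and 10 in receptors, 13 and 9 in positive and 15 and 8 in negative regulators. Scaled by library size only, they numbered 8 and 32 (median -0.66), 4 and 13 (-0.67), 4 and 20 (-0.57) and 4 and 18 (-0.34) in the same order. Upper-quartile scaling gave 10 up and 25 down in the core machinery, and the median of negative regulators was -0.20 with DESeq2.

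**Figure D3:**
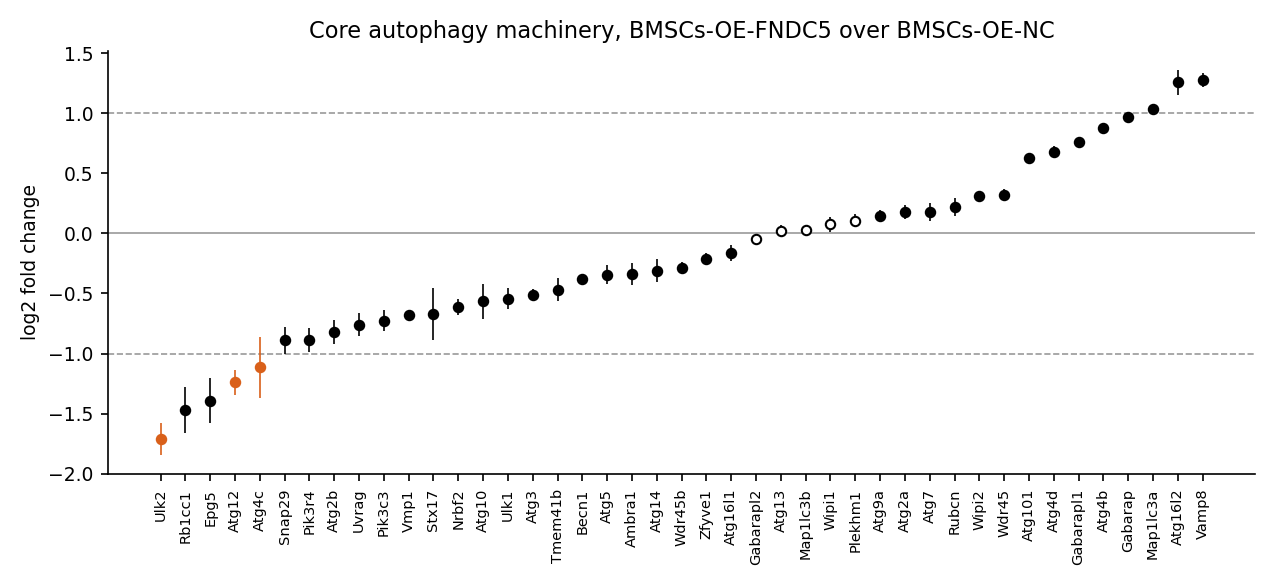
Log2 fold change of the 43 core autophagy genes, BMSCs-OE-FNDC5 over BMSCs-OE-NC, with its standard error from 3 libraries per group. Filled circles passed the test at an adjusted p under 0.05, open circles did not, orange marks Ulk2, Atg12 and Atg4c, and dashed lines mark -1 and 1.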

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified the biological process “regulation of autophagy” as significantly enriched and downregulated by OE-FNDC5 (Fig. 2C).

**Fig. 2:**
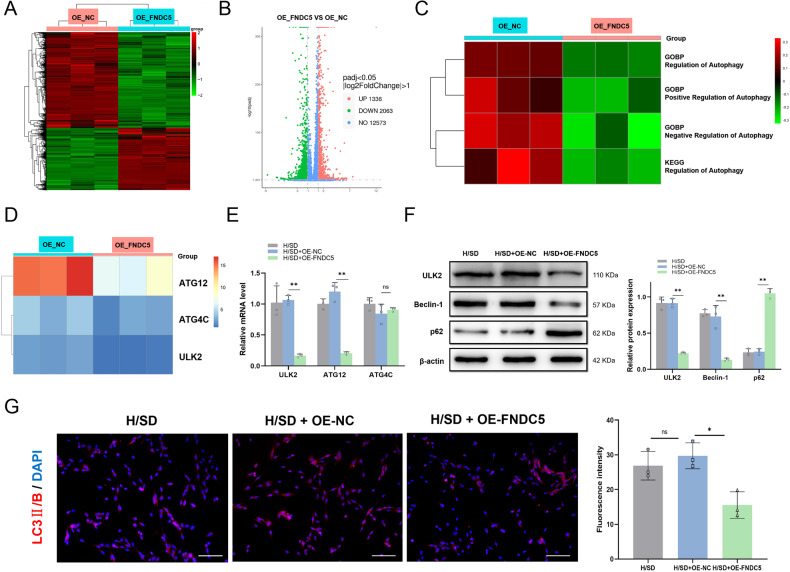
Effects of OE-FNDC5 on autophagy of BMSCs subject to H/SD. **A** Heatmap of differentially expressed genes determined by RNA-seq analysis of BMSCs transfected with lentivirus-FNDC5 (OE-FNDC5) or vehicle control (OE-NC) and subjected to H/SD for 24 h. **B** Volcano plot of RNA-seq of BMSCs transfected with OE-FNDC5 lentivirus or vehicle and subjected to H/SD for 24 h. **C** GO and KEGG cluster analysis of autophagy-related pathways that were affected by OE-FNDC5. **D** Top three autophagy-related genes (*ATG12*, *ATG4C*, and *ULK2*) that were significantly inhibited by OE-FNDC5. **E** qRT-PCR of the top three autophagy-related genes. **F** Western blotting and quantification of autophagy-related protein, ULK2, and autophagy representative proteins, Beclin 1 and p62, in BMSCs. **G** Immunofluorescence of LC3 II/B in BMSCs subjected to H/SD and OE-FNDC5 treatment. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 3, Scale bar = 100 μm. OE-FNDC5 overexpression of FNDC5, OE-NC overexpression negative control, ATG autophagy related gene, GOBP Gene Ontology biological process, KEGG Kyoto Encyclopedia of Genes and Genomes.

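Libraries of one group resembled each other far more than those of the other group. Across the genes tested, 9475 (78.3%) had all 3 libraries of one group above all 3 of the other, where chance gives 10%. Des, the intermediate filament desmin, had 1114 ± 7.45 CPM (SD, n = 3) in BMSCs-OE-NC and 3660 ± 43.7 CPM (SD, n = 3) in BMSCs-OE-FNDC5. Cxcl12, a chemokine of marrow stroma, had 826 ± 12.7 CPM (SD, n = 3) and 251 ± 11.1 CPM (SD, n = 3).

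Pearson's correlation of log2 CPM, computed across genes for a pair of libraries, was 0.986 to 0.989 in the 6 pairs within a group and 0.929 to 0.931 in the 9 pairs between groups. The first principal component separated the groups and held 79.5% of the variance, and the second held 6.26%. Chi-square per degree of freedom of the counts was 3.85 to 7.95 within groups and 181 to 190 between groups, and the value of at least 3.85 in every pair shows that no 2 libraries were copies of each other.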

We focused on the most significantly downregulated autophagy-related genes, *ATG12*, *ATG4C,* and *ULK2* (Fig. 2D). 

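Ulk2, a kinase that starts autophagy, fell from 15.9 ± 1.43 CPM (SD, n = 3) in BMSCs-OE-NC to 4.85 ± 0.558 CPM (SD, n = 3) in BMSCs-OE-FNDC5, a log2 fold change of -1.71 (standard error 0.13, adjusted p = 3.9e-07 from edgeR). Atg12, a ubiquitin-like protein that is joined to ATG5, fell from 40.4 ± 2.40 CPM (SD, n = 3) to 17.1 ± 2.76 CPM (SD, n = 3), a log2 fold change of -1.24 (standard error 0.10, adjusted p = 6.8e-07 from edgeR). Atg4c, a protease that processes LC3-like proteins, fell from 5.76 ± 1.06 CPM (SD, n = 3) to 2.66 ± 0.877 CPM (SD, n = 3), a log2 fold change of -1.12 (standard error 0.25, adjusted p = 0.0019 from edgeR). For each gene all 3 libraries of BMSCs-OE-FNDC5 lay below all 3 of BMSCs-OE-NC (exact permutation test, two-sided p = 0.1, the smallest possible).

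The counts table lists Ulk2 (ENSRNOG00000002763) on chromosome 10 from 48050803 to 48129377, Atg12 (ENSRNOG00000000157) on chromosome 18 from 40721800 to 40732126 and Atg4c (ENSRNOG00000008767) on chromosome 5 from 117877594 to 117931003. By the size of the fall, Ulk2 ranked 1, Atg12 4 and Atg4c 5 of the 43 core genes. Among 99 core genes and regulators the ranks were 1, 9 and 12, and among all 115 autophagy genes, receptors included, 2, 12 and 15, behind Ncoa4. By p-value, they ranked 3, 4 and 13 of the 13 core genes and regulators that fell past both thresholds, and 8, 9 and 18 of 18 with receptors, sets that were counted after seeing the values. Without the fold threshold the ranks by p-value among the falls of the 99 were 4, 6 and 41.

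Gene length, at 5638, 2566 and 1368 bases, placed the genes differently on the overall trend. Of the 500 tested genes nearest in length, 13% had a lower log2 fold change than Ulk2, 10% than Atg12 and 6.6% than Atg4c. With the trend removed, a choice made after seeing it, Ulk2 was at -1.01, Atg12 at -1.11 and Atg4c at -1.40. The log2 fold change of Atg4c came within the threshold at -0.87 without BMSCs-OE-FNDC5 replicate 1 and at -0.82 on log2(FPKM + 1), where that of Ulk2 was -1.02. On log2(FPKM + 0.1) Atg4c was at -1.09 and Ulk2 at -1.58.

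**Figure D4:**
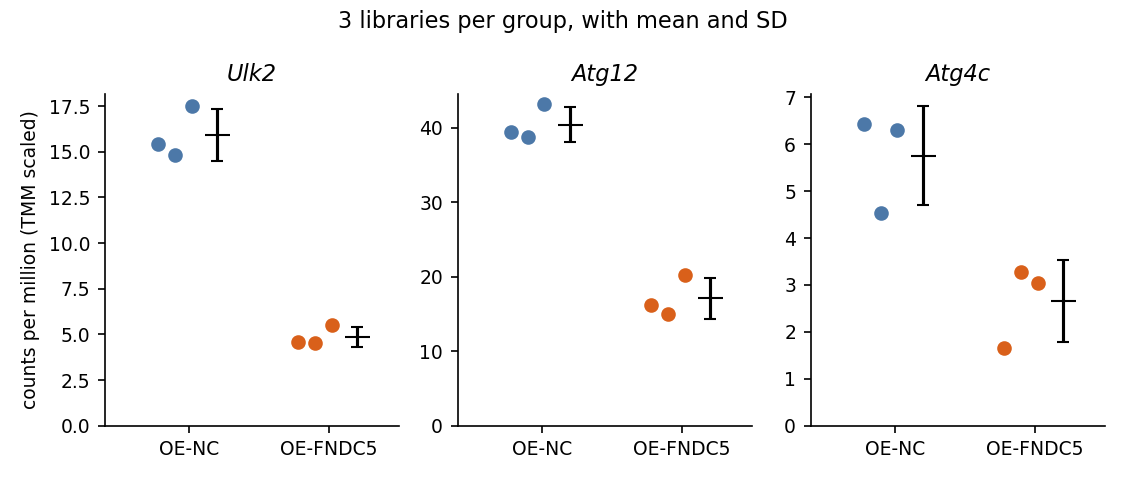
TMM-scaled CPM of Ulk2, Atg12 and Atg4c in each library, with the mean and SD of 3 libraries per group. Ulk2 lies at 14.8 to 17.5 CPM in BMSCs-OE-NC and at 4.50 to 5.50 CPM in BMSCs-OE-FNDC5.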

We performed qPCR and western blot analyses to validate their expression in BMSCs. The mRNA levels of *ATG12* and *ULK2* were significantly decreased by OE-FNDC5 (Fig. 2E). OE-FNDC5 dramatically decreased the protein level of ULK2 and the autophagy representative protein, Beclin 1, but increased the level of p62 (Fig. 2F). Similarly, OE-FNDC5 reduced LC3 II/B fluorescence in hypoxic BMSCs (Fig. 2G), which was consistent with our previous experimental results [23].

### FNDC5 downregulates transcription factor Sp1 in BMSCs under H/SD

We then predicted transcription factors that regulate the three differentially expressed autophagy-related genes, *ATG12*, *ATG4C,* and *ULK2*. We obtained their FASTA sequences from the JASPAR database and produced a protein-protein interaction diagram that shows the relationships among the autophagy-related genes and their potential transcription factors (Fig. 3A). 

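Transcription factors shown in Fig. 3A moved both up and down in BMSCs-OE-FNDC5. Of the 10, 7 could be tested, and 2 rose and 5 fell, with equal counts when adjusted over the list alone (median log2 fold change -0.17, camera adjusted p = 0.75). Ddit3, a factor of the integrated stress response, rose from 25.4 ± 1.47 CPM (SD, n = 3) to 48.6 ± 2.38 CPM (SD, n = 3), a log2 fold change of 0.94 (standard error 0.06, adjusted p = 1.2e-07 from edgeR). Cebpa, a factor of adipocyte differentiation, had a log2 fold change of 0.89 (adjusted p = 2.0e-07). The immediate early genes Fos and Jun were at -0.66 (adjusted p = 0.010) and -0.17 (adjusted p = 0.0018). Creb1 was at -0.68 (adjusted p = 0.016) and Foxq1 at -0.14 (adjusted p = 0.015).

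Fos, at 335 counts over all libraries, and Creb1, at 309, were the least covered. Gfi1 and Foxa2 had 0 counts in every library and Foxd3 was not analysed here. With DESeq2 only 2 of the 7 fell, as Fos (adjusted p = 0.052), Creb1 (adjusted p = 0.062) and Foxq1 (adjusted p = 0.15) did not pass. Scaled by library size only, Fos and Creb1 also passed both thresholds. With the trend with gene length removed, as chosen after seeing it, Cebpa (1.06) and Creb1 (-1.06) passed both, and Jun was at 0.11.

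**Figure D5:**
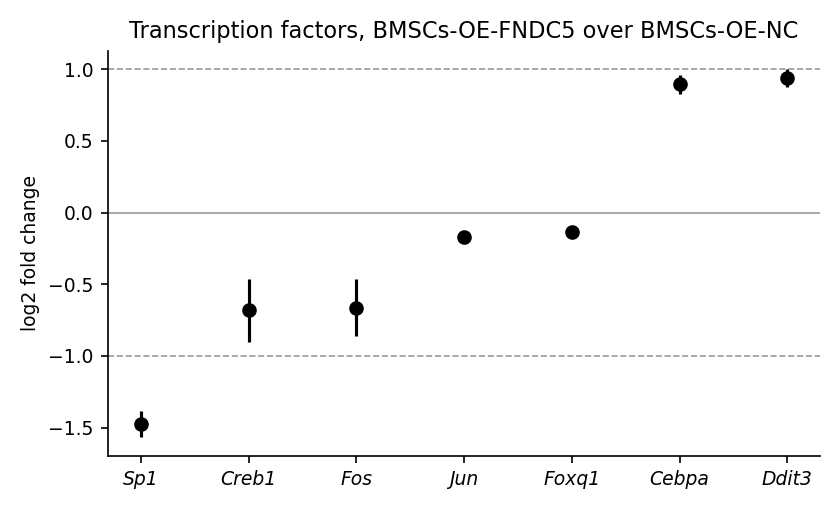
Log2 fold change of the 7 tested transcription factors, BMSCs-OE-FNDC5 over BMSCs-OE-NC, with its standard error from 3 libraries per group and dashed lines at -1 and 1. With TMM scaling, 1 of the 7 lies beyond a dashed line; scaled by library size only, 3 did.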

Ten transcription factors were acquired and intersected with differentially expressed genes (DEGs) from the original RNA-seq results. This analysis identified the transcription factor, Sp1 (Fig. 3B). qPCR and western blotting results showed that the expression of Sp1 was enhanced under H/SD but inhibited by OE-FNDC5 (Fig. 3C, D).

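Sp1, a zinc finger protein that binds GC boxes, fell from 30.3 ± 1.29 CPM (SD, n = 3) in BMSCs-OE-NC to 10.9 ± 0.997 CPM (SD, n = 3) in BMSCs-OE-FNDC5. The log2 fold change was -1.48 (standard error 0.09, adjusted p = 6.0e-08 from edgeR), and with TMM scaling Sp1 was the 1 factor of the 7 tested that passed both thresholds, which 27.4% of all genes tested did. Of 18 tested genes of the Sp and Klf family, 2 rose, 12 fell and 4 did not pass, with a median of -0.81. Sp3 (-2.53) and Sp4 (-2.04), which bind the same GC boxes, and Klf9 (-1.95) fell, and Sp2 had a log2 fold change of 0.14 (adjusted p = 0.26). Coverage was low for Sp3, at 12 to 29 counts per library of BMSCs-OE-FNDC5, and for Sp4, at 5 to 13. The counts table lists Sp1 (ENSRNOG00000014084) on chromosome 7 from 144014173 to 144044629.

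Camera did not call the family (adjusted p = 0.12, and adjusted p = 0.42 with an estimated correlation). Sp1 is a long gene, at 7712 bases, and 23.6% of the 500 genes nearest in length had a lower log2 fold change. With the trend with gene length removed, as chosen after seeing it, its log2 fold change was -0.58 (adjusted p = 1.5e-04, against 1.2e-31 to 2.3e-05 over the other alternatives), within the threshold of 1. Sp3 was then at -2.51, Sp4 at -1.69, Klf9 at -1.83 and Sp2 at 0.46. From the intersection of the predicted transcription factors with the differentially expressed genes, the paper identifies Sp1 and takes it forward as a regulator of ULK2.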

**Fig. 3:**
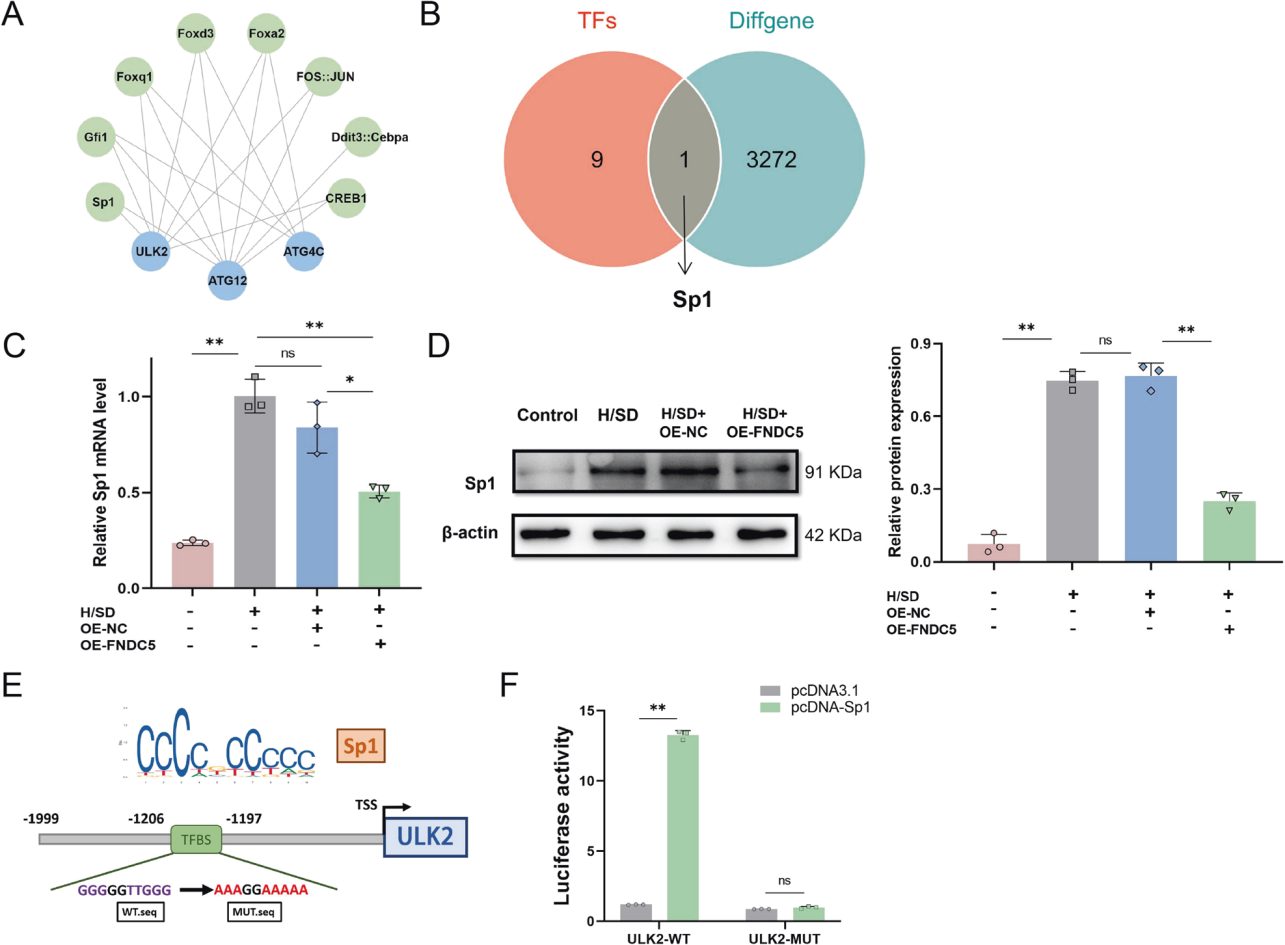
Sp1 is the key transcription factor regulating ULK2 in BMSCs-OE-FNDC5 subject to H/SD. **A** Protein-protein interaction network of three autophagy-related genes and their transcription factors identified from the JASPAR database. **B** Venn diagram of the 10 screened transcription factors and the genes that were differentially expressed between BMSCs-OE-FNDC5 vs BMSCs-OE-NC determined by RNA-seq. **C** qRT-PCR of *Sp1* gene expression in BMSCs-OE-FNDC5 and BMSCs-OE-NC subjected to H/SD. **D** Western blots and quantification of Sp1 protein in BMSCs treated with OE-FNDC5 or vehicle control. **E** Predicted positions of transcription factor binding sites in the full-length *ULK2* promoter and the mutant sequence. **F** Dual-luciferase reporter gene assay of transcription factor, Sp1, and its target gene, *ULK2*. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 3, Scale bar = 100 μm. TFs transcription factors, Diffgene differentially expressed genes, TFBS transcription factor binding sites, TSS transcription start site, WT wild-type, MUT mutant.

To further clarify the direct interaction between Sp1 and its target gene, *ULK2*, we performed luciferase assays to confirm the transcription factor binding sites. First, we generated a schematic diagram of the DNA binding domain (Fig. 3E) and identified the most probable transcription factor binding site sequence (−1206 to −1197 bp) in the *ULK2* promoter by mining the JASPA database. Plasmid vectors containing mutant and wild-type versions of this sequence were constructed and transfected into 293 T cells. The luciferase activity in the ULK2-MUT group was significantly decreased, indicating direct regulation of *ULK2* transcription by Sp1 (Fig. 3F). Collectively, bioinformatic analysis and in vitro experimental verification confirmed that OE-FNDC5 can inhibit autophagy of BMSCs under H/SD by down-regulating the transcription factor, Sp1, and its autophagy target gene, *ULK2*.

### Overexpression of Sp1 promotes autophagy and reduces the viability of BMSCs under H/SD

To further explore the effect of Sp1 on BMSC autophagy, we constructed BMSC lines overexpressing Sp1 (BMSCs-OE-Sp1) by lentivirus transfection. Representative immunofluorescence images showed that BMSCs-OE-Sp1 or BMSCs-OE-NC, which were transfected with GFP-tagged lentivirus, had stable viability (Fig. 4A). Western blotting (Fig. 4B) and qRT-PCR (Fig. 4C) confirmed overexpression of Sp1 in BMSCs-OE-Sp1. Next, we further explored the effect of Sp-1 overexpression (OE-Sp1) on the autophagy target protein, ULK2, in BMSCs under H/SD. OE-Sp1 up-regulated both mRNA and protein levels of ULK2 compared with OE-NC cells (Fig. 4D, E). Immunofluorescence staining for LC3 II/B showed that OE-Sp1 increased the level of LC3 II/B in BMSCs under H/SD (Fig. 4F). Moreover, western blotting of another two autophagic marker proteins revealed increased Beclin 1 and decreased p62 levels in response to OE-Sp1 (Fig. 4G). These results indicated that OE-Sp1 can facilitate BMSC autophagy. Additionally, compared with BMSCs-OE-NC, BMSCs-OE-Sp1 displayed reduced proliferation in CCK8 assays (Fig. 4H), and a significantly increased level of apoptosis, as demonstrated by flow cytometry (Fig. 4I). In conclusion, OE-Sp1 promoted autophagy and impaired the viability of BMSCs under H/SD.

**Fig. 4:**
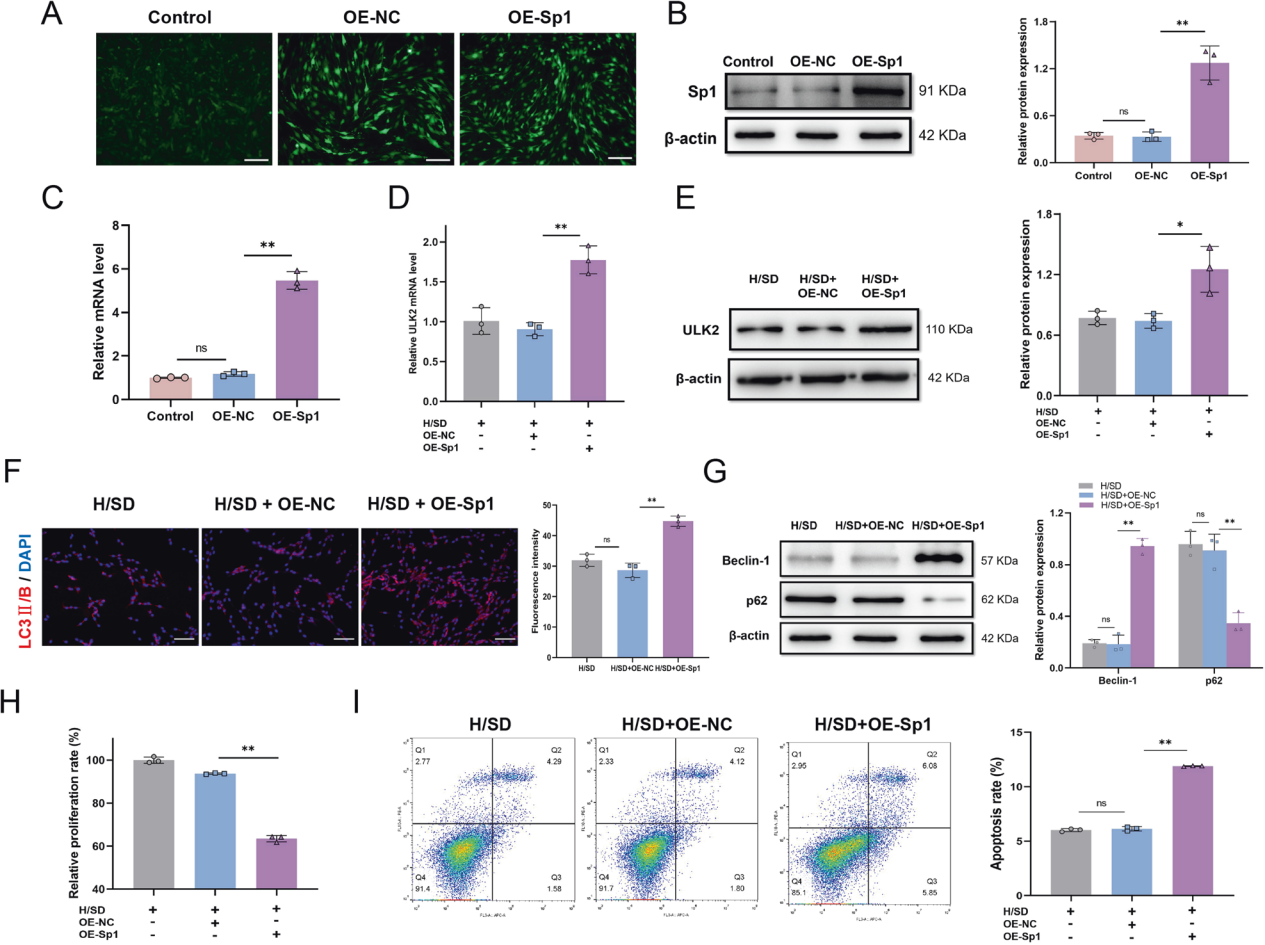
Effects of OE-Sp1 on autophagy and viability of BMSCs subject to H/SD. **A**–**C** Validation of Sp1 overexpression in BMSCs. **A** Immunofluorescence confirmed the transfection efficiency of OE-Sp1 lentivirus, which was GFP-labeled. **B** Western blotting confirmed Sp1 protein overexpression. **C** qRT-PCR detected overexpression of Sp1 mRNA in transfected BMSCs. **D** qRT-PCR detection of *ULK2* mRNA levels in BMSCs-OE-Sp1 and BMSCs-OE-NC subject to H/SD. **E** Western blotting of ULK2 protein in BMSCs treated with OE-Sp1 lentivirus or vehicle control. **F** Immunofluorescence of LC3 II/B in BMSCs after OE-Sp1 lentivirus or vector control transfection. **G** Western blotting of autophagy representative proteins, Beclin 1 and p62, in BMSCs. **H** CCK-8 assay detection of cell proliferation after OE-Sp1 or OE-NC treatment and H/SD. **I** Flow cytometry detection of BMSC apoptosis after OE-Sp1 lentivirus or vector control transfection. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 3, Scale bar = 100 μm. OE-Sp1 overexpression of Sp1, OE-NC overexpression negative control.

### OE-Sp1 reverses the inhibitory effect of OE-FNDC5 on BMSC autophagy

To confirm that Sp1 plays a key role in FNDC5 regulation of BMSC autophagy, we simultaneously overexpressed Sp1 in BMSCs-OE-FNDC5. LC3 II/B immunofluorescence staining showed that OE-FNDC5 can alleviate the enhanced LC3 II/B expression in BMSCs under H/SD. However, OE-Sp1 reversed this effect of FNDC5 on LC3 II/B (Fig. 5A). Compared with the vehicle control group (OE-FNDC5 + OE-NC), inhibition of OE-FNDC5-induced autophagy was diminished by OE-Sp1 (OE-FNDC5 + OE-Sp1), as evidenced by significantly increased protein levels of ULK2 and Beclin 1, and decreased levels of p62 (Fig. 5B). Moreover, the OE-FNDC5 + OE-Sp1 group displayed impaired proliferation (Fig. 5C) and an elevated rate of apoptosis (Fig. 5D) under H/SD compared with the OE-FNDC5 + OE-NC group, indicating that the inhibitory effect of OE-FNDC5 on BMSC autophagy was reversed by OE-Sp1. In BMSCs under H/SD, FNDC5 down-regulates transcription factor Sp1 and its target autophagy gene, *ULK2*, thereby inhibiting autophagy, decreasing apoptosis, and enhancing cell proliferation.

**Fig. 5:**
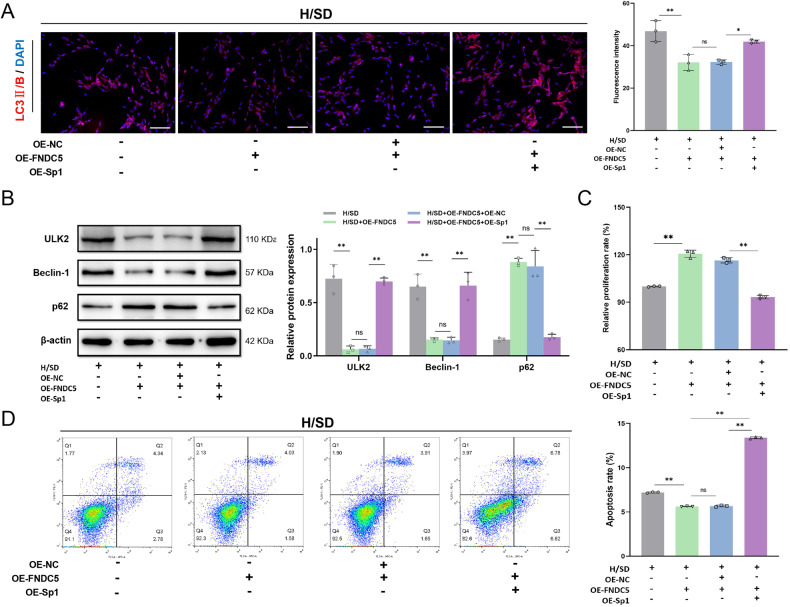
OE-Sp1 reverses the effect of FNDC5 downregulation on autophagy of BMSCs subject to H/SD. **A** Immunofluorescence of LC3 II/B in BMSCs subject to H/SD after OE-FNDC5 lentivirus transfection or OE-Sp1 lentivirus transfection. **B** Western blotting of ULK2, Beclin 1, and p62 proteins in BMSCs. **C** CCK-8 assay detection of cell proliferation after OE-FNDC5 lentivirus transfection or combined with OE-Sp1 lentivirus transfection. **D** Flow cytometry detection of BMSC apoptosis after OE-FNDC5 treatment or combined with OE-Sp1 treatment. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 3, Scale bar = 100 μm.

### FNDC5 promotes the survival of transplanted BMSCs and improves neurological deficits in MCAO rats

BMSCs were transplanted into the left lateral ventricle 24 h after MCAO in a stereotactic manner. Behavioral tests were performed prior to and 1, 7, and 14 days after MCAO. To assess the survival of transplanted BMSCs in vivo, luciferase-labeled BMSCs were captured by bioluminescence imaging on days 1, 7, and 14 after BMSC transplantation (Fig. 6A).

**Fig. 6:**
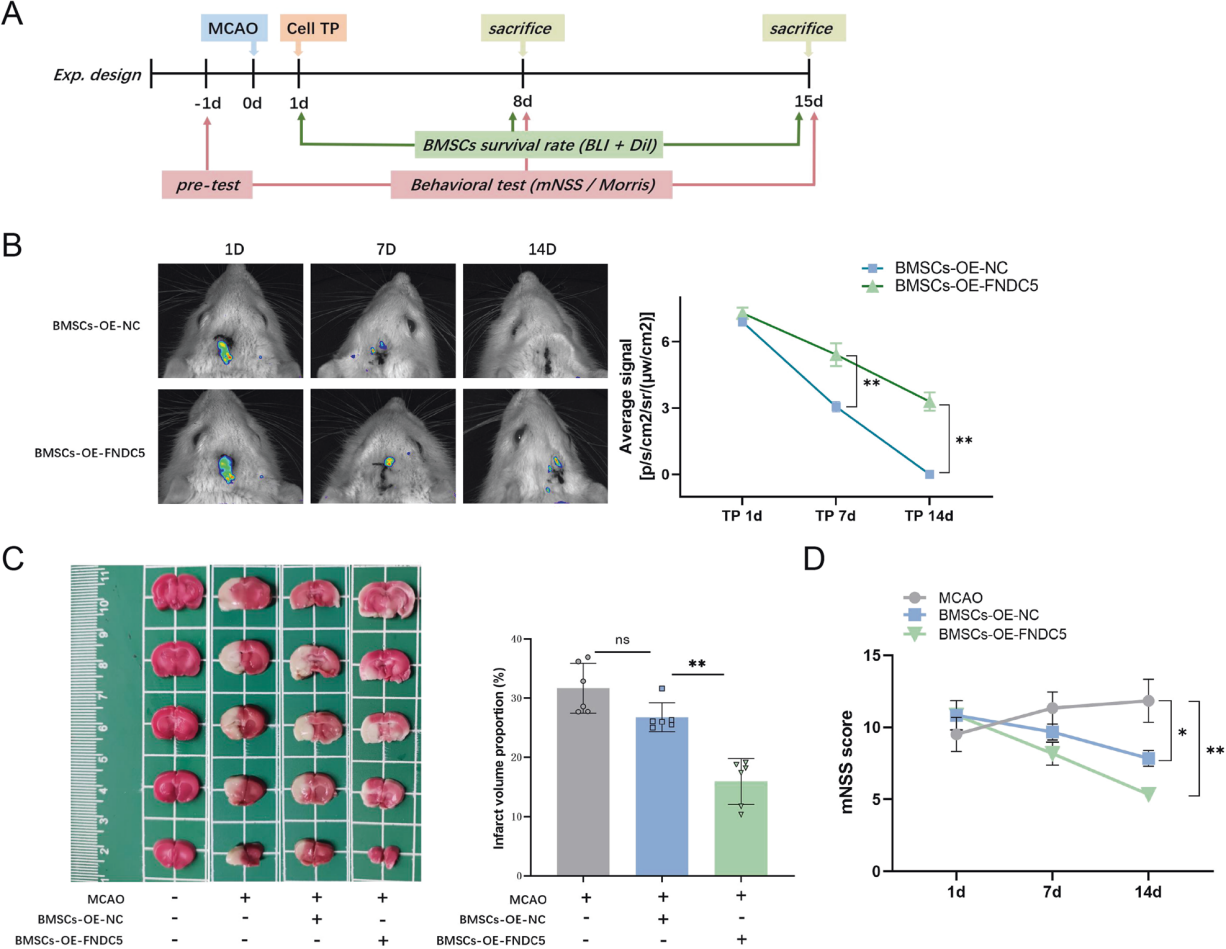
OE-FNDC5 promotes the survival of BMSCs transplanted in a rat cerebral I/R model and improves neurological deficits. **A** Experimental scheme and timeline. **B** Longitudinal bioluminescence imaging spatiotemporally tracked the survival of luciferase-labeled BMSCs-OE-FNDC5 or BMSCs-OE-NC in MCAO rats after cell transplantation at 1, 7, and 14 days. **C** TTC staining evaluated the cerebral infarct volume on day 15 after MCAO. **D** mNSS scores of MCAO rats after BMSC transplantation on days 1, 7, and 14. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 6, Scale bar = 100 μm. MCAO middle cerebral artery occlusion, TP transplantation, BLI bioluminescence imaging, Dil 1,1'-dioctadecyl-3,3,3',3'-tetramethylindocarbocyanineperchlorate staining, mNSS modified neurological severity score.

Signal gradient variation of bioluminescence indicates the survival rate of BMSCs. Compared with BMSCs-OE-NC, the transplanted BMSCs-OE-FNDC5 displayed substantially stronger fluorescence on days 7 and 14 after cell transplantation, indicating promoted survival of BMSCs overexpressing FNDC5 (Fig. 6B). In addition, cerebral infarct volume on day 14 after cell transplantation was detected by 2,3,4‑triphenyltetrazolium chloride (TTC) staining. Representative TTC-stained brain sections exhibited alleviated ischemic injury (white) in the BMSCs-OE-FNDC5 group compared with the BMSCs-OE-NC group (Fig. 6C) Also, the modified neurological severity score (mNSS) of MCAO rats was improved in the BMSCs-OE-FNDC5-treated group (Fig. 6D). These results showed that the survival of transplanted BMSCs in MCAO rats was promoted by OE-FNDC5. BMSCs-OE-FNDC5 transplantation can significantly improve neurological deficits and alleviate ischemic brain injury in MCAO rats.

### Reversal of promoted survival and enhanced neuroprotective effect of transplanted BMSCs-OE-FNDC5 by OE-Sp1

Survival of BMSCs was also marked by 1,1'-dioctadecyl-3,3,3',3'-tetramethylindocarbocyanineperchlorate (Dil)-staining and traced in the subventricular zone adjacent to the striatum on day 14 after cell transplantation (Fig. 7A). Strong fluorescence signals were recorded in the BMSCs-OE-FNDC5-treated group. However, the BMSCs-OE-FNDC5 + OE-Sp1 group exhibited dramatically decreased fluorescence signals, indicating that the enhanced survival of BMSCs by OE-FNDC5 was diminished by OE-Sp1.

**Fig. 7:**
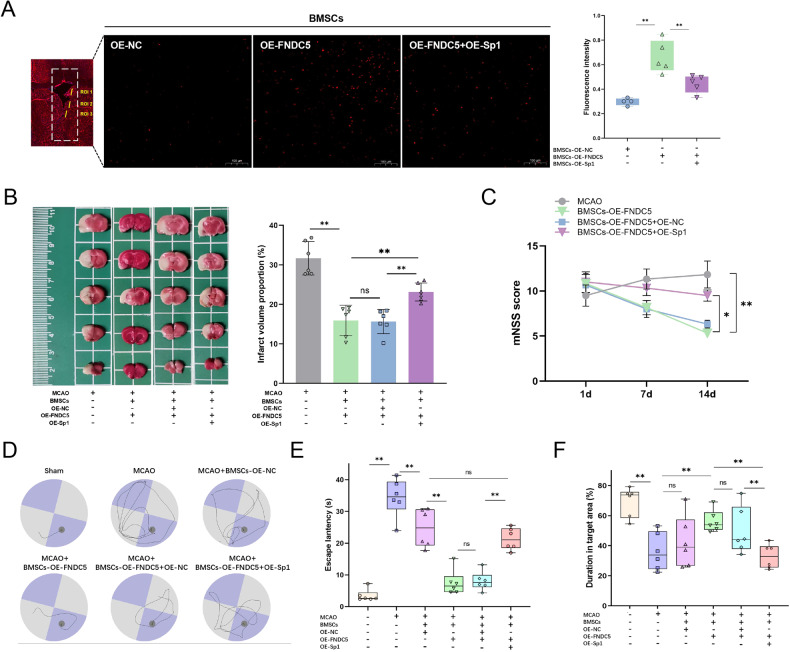
Promoted survival rate and enhanced neuroprotective effect of transplanted BMSCs-OE-FNDC5 are reversed by OE-Sp1. **A** Dil staining tracked the survival of BMSCs-OE-FNDC5 and BMSCs-OE-FNDC5 + OE-Sp1 in the subventricular zone adjacent to the striatum. **B** TTC staining evaluated the cerebral infarct volume 15 days after MCAO. **C** mNSS scores of MCAO rats after BMSC transplantation (on days 1, 7, and 14). **D** Representative swimming paths of the different MCAO and BMSC transplantation groups on day 15. **E** Escape latency of the various MCAO and BMSC transplantation groups. **F** Time spent in the target area by the different MCAO and BMSC transplantation groups. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 6, Scale bar = 100 μm. ROI region of interest.

TTC staining showed that treatment of MCAO rats with BMSCs-OE-FNDC5 reduced the ischemic volume. But overexpression of Sp1 in BMSCs reversed the protective effect of BMSCs-OE-FNDC5 (Fig. 7B). Similarly, improvement in the neurological deficits of MCAO rats after BMSCs-OE-FNDC5 treatment was abolished by overexpression of Sp1 (Fig. 7C). Cognitive impairment in MCAO rats on day 14 after cell transplantation was assessed by Morris water maze tests. Compared with the BMSCs-OE-NC treated group, BMSCs-OE-FNDC5 treatment significantly ameliorated learning and memory deficits in MCAO rats, as demonstrated by simplified swimming paths (Fig. 7D). However, MCAO rats in the BMSCs-OE-FNDC5 + OE-Sp1-treated group took much longer to reach the platform and exhibited haphazard swimming paths. In addition, BMSCs-OE-FNDC5-treated MCAO rats showed decreased escape latency (Fig. 7E) and prolonged duration in the target area (Fig. 7F) but these effects were reversed by OE-Sp1. Overall, the protective effect of transplanted BMSCs-OE-FNDC5 on MCAO rats was partially mediated by down-regulation of Sp1.

### BMSCs-OE-FNDC5 transplantation therapy promotes neurovascular proliferation in MCAO rats

Immunofluorescence staining for the neurogenesis marker, brain-derived neurotrophic factor (BDNF), was performed to detect neurogenesis at the edge of the infarct area on day 14 after cell transplantation. The BMSCs-OE-FNDC5-treated group exhibited prominent expression of BDNF (Fig. 8A). Co-staining for the endothelial marker, platelet endothelial cell adhesion molecule 1 (CD31), and the myofibroblast marker, α-smooth muscle actin (α-SMA) indicated angiogenesis at the edge of the infarct area. BMSCs-OE-FNDC5 treatment also increased vascular density at the ischemic penumbra (Fig. 8B). However, the promotion of neurovascular proliferation by BMSCs-OE-FNDC5 was reversed by overexpression of Sp1.

**Fig. 8:**
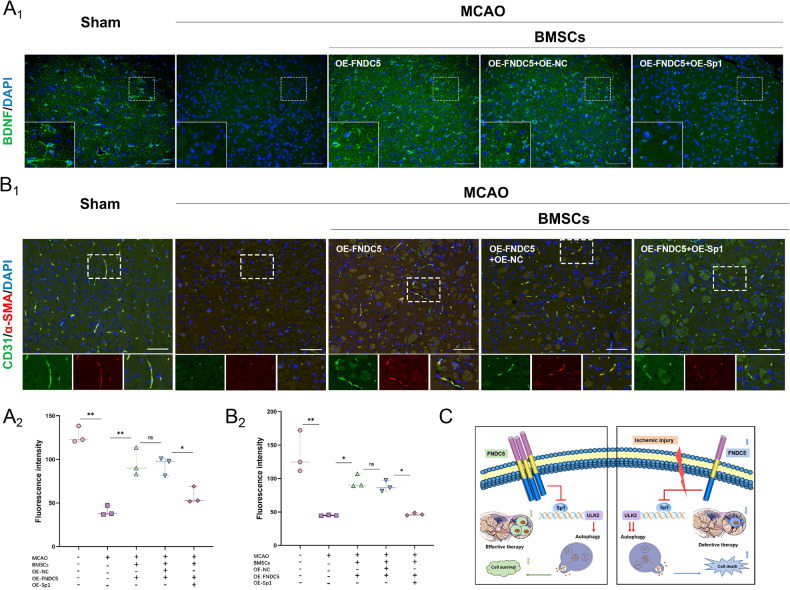
Transplanted BMSCs-OE-FNDC5 promote neurovascular proliferation in MCAO rats, which is reversed by OE-Sp1. **A** Immunofluorescence of BDNF at the edge of the infarct area on day 14 after BMSCs-OE-FNDC5 or BMSCs-OE-FNDC5 + OE-Sp1 transplantation. **B** Immunofluorescence of CD31 and α-SMA at the edge of the infarct area on day 14 after BMSC transplantation. **C** Schematic diagram of the protective effect of FNDC5 on BMSC survival after ischemic injury by regulation of autophagy. FNDC5 down-regulates the transcription factor, Sp1, and reduces expression of the autophagy target protein, ULK2, thereby inhibiting BMSC autophagy, decreasing apoptosis and enhancing cell vitality under hypoxia and nutrient-deprivation. BMSCs-OE-FNDC5 transplantation has a neuroprotective effect in MCAO rats. Data are presented as the mean ± SD, *p < 0.05, **p < 0.01, *n* = 6, Scale bar = 100 μm. BDNF Brain-derived neurotrophic factor, CD31 Platelet endothelial cell adhesion molecule 1, α-SMA α-Smooth muscle actin.

## Discussion

For treatments to be effective for cerebral infarction they need to restore neurological function [6]. Regenerative medicine, based on MSCs differentiating into substitute neurons in injured brain tissue, provides new opportunities for the development of safe and effective treatments for cerebral infarction [5–8]. In this study, we demonstrated that FNDC5, which is associated with energy metabolism, is a new target for modulating BMSC autophagy. FNDC5 can down-regulate the transcription factor, Sp1, and reduce levels of the autophagy target protein, ULK2, thereby inhibiting BMSC autophagy, reducing apoptosis, and enhancing cell viability in a hypoxic and nutrient-deprived environment. BMSCs-OE-FNDC5 transplantation therapy can significantly alleviate ischemic brain injury, promote neurovascular proliferation, and improve neurological ability in MCAO rats; effects that were mostly attributed to the down-regulation of Sp1 in BMSCs (Fig. 8C).

Adaptive autophagy plays a vital role in maintaining cell homeostasis and energy metabolism [14, 15]. However, under conditions of severe ischemia or prolonged H/SD, destructive autophagy can worsen cellular injury and promote cell death. The hypoglycemic agent, Sitapliptin, promotes the survival of BMSCs in anoxic microenvironments by inhibiting their autophagic activity [24]. The AMPK inhibitor, Compound C, inhibits BMSC autophagy and reduces apoptosis after 24 h of hypoxia [16]. Decreased expression of *ATG7* increases the ability of MSCs to withstand oxidative stress and improves their survival [17]. In our study, autophagy and apoptosis were enhanced in BMSCs subjected to extended H/SD, while the proliferation of BMSCs was decreased. Correspondingly, inhibition of BMSC autophagy can decrease apoptosis and restore the viability of cells under H/SD for 24 h. These results are consistent with those of previous studies [16, 17, 24] and confirmed that reducing destructive autophagy in harsh hypoxic and ischemic environments is conducive to promoting survival of transplanted MSCs. However, more precise genetic, biochemical, and pharmacological studies are needed to fully elucidate the involvement of autophagy in regulating the survival of BMSCs [18]. How can initiation of destructive autophagy be identified? Can destructive autophagy be attributed to hypoxia or nutrient deprivation alone? These questions also warrant further investigation.

FNDC5 and its secreted extracellular cleavage product, Irisin, are widely involved in metabolic processes [25, 26]. Recently, FNDC5/Irisin has been shown to play an important role in modulating autophagy in various disease models [27–29]. In the central nervous system, exercise-induced FNDC5/Irisin release can regulate neuronal autophagy, which is important in anti-aging and synaptic reconstruction [20, 30]. We previously showed that OE-FNDC5 can ameliorate autophagy in BMSCs and promote cell viability upon H/SD [23]. To explore the potential mechanisms for this effect, we performed high-throughput RNA-seq of BMSCs transfected with lentivirus overexpressing FNDC5 (BMSCs-OE-FNDC5) or vector control (BMSCs-OE-NC) that had been subjected to H/SD. Assisted by GO/KEGG cluster analysis, we found that expression of autophagy-related genes in BMSCs-OE-FNDC5 was significantly decreased. Furthermore, the most significant autophagy-related differentially expressed genes were validated by in vitro experiments. qPCR and western blotting confirmed that OE-FNDC5 inhibited the expression of the autophagy trigger, ULK2, in BMSCs. These results further confirmed the protective effect of FNDC5 on BMSCs and revealed molecular targets of autophagy regulation by FNDC5 in BMSCs.

Autophagy is crucial for maintaining cell homeostasis; therefore, we explored further the effect of FNDC5 on autophagy in BMSCs under normal culture conditions. Immunofluorescence showed that similar to the OE-NC group, OE-FNDC5 failed to decrease the level of LC3 II/B in BMSCs under normoxia and sufficient nutrient conditions. Cell viability was approximately equal among groups (Fig. S1). These results indicate that OE-FNDC5 only has a minor effect on BMSC autophagy under normal culture conditions. The heterogeneity of autophagy regulation by FNDC5 can be attributed to diverse autophagy activation ways in varied microenvironments. Cell autophagy is maintained at a normal level when amino acids, ATP and glucose are sufficiently abundant but autophagosome formation is induced upon nutrient depletion. FNDC5 action requires the enzymatic cleavage of a 112 amino acid extracellular segment to form the cytokine, Irisin. Therefore, the varied physiological and pathological function of FNDC5 can be related to the activity of different proteases in the complex cellular microenvironment.

Mammalian Unc-51-like kinases 1 and 2 (ULK1 and ULK2) belong to the Atg1/ULK family of serine/threonine kinases, which are conserved among eukaryotes [31, 32]. Activated AMPK kinase inhibits mTOR phosphorylation, activates the ULK kinase complex and further initiates the autophagy cascade [33, 34]. Therefore, regulation of the Atg1/ULK complex is the switch for overall autophagy regulation. Despite the similarity in their enzymatic domain, ULK1 and ULK2 have substantially different autophagy‑related interactors and post‑translational and transcriptional regulators [35]. Furthermore, ULK1 and ULK2 interactors all have different tissue‑specific expression, which contributes to diverse and ULK‑specific interaction networks in various tissues [35]. 

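Ulk1 and Ulk2 encode paralogous kinases at the start of autophagy, and both transcripts were lower in BMSCs-OE-FNDC5. Ulk1 (ENSRNOG00000037505, chromosome 12 from 51908448 to 51934702) went from 52.6 ± 5.73 CPM (SD, n = 3) to 36.1 ± 3.13 CPM (SD, n = 3). Its log2 fold change was -0.54 (standard error 0.08, adjusted p = 1.2e-04 from edgeR), within the threshold of 1, and all 3 libraries of BMSCs-OE-FNDC5 lay below all 3 of BMSCs-OE-NC. Ulk2 fell further than Ulk1. The log2 ratio of Ulk2 to Ulk1 was -1.71 ± 0.27 (SD, n = 3) in BMSCs-OE-NC and -2.87 ± 0.04 (SD, n = 3) in BMSCs-OE-FNDC5, a difference of -1.15 (standard error 0.16, exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).

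The difference between the fitted log2 fold changes of Ulk2 and Ulk1 was -1.17. It was -0.56 on log2(FPKM + 1) and -1.07 on log2(FPKM + 0.1). Ulk1 spans 4889 bases, and 54.4% of the 500 genes nearest in length had a lower log2 fold change. With the trend with gene length removed, as chosen after seeing it, Ulk1 was at 0.06 (adjusted p = 0.54, against 1.4e-07 to 0.0027 over the other alternatives).

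**Figure D6:**
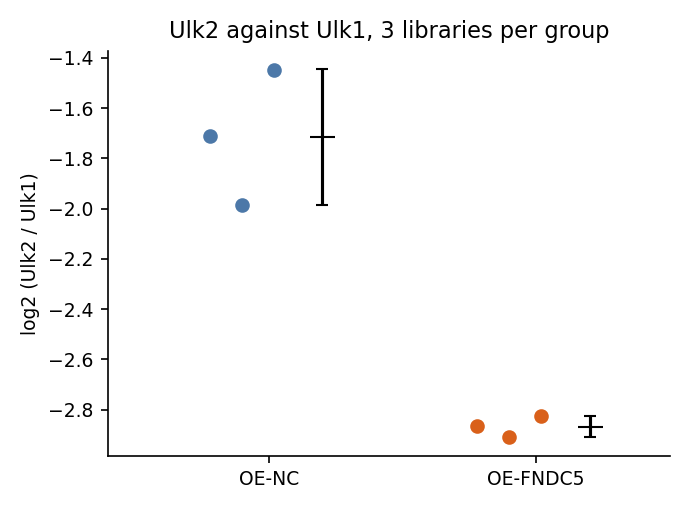
Log2 ratio of Ulk2 to Ulk1 counts in each library, with the mean and SD of 3 libraries per group. The ratio lies at -1.99 to -1.45 in BMSCs-OE-NC and at -2.91 to -2.83 in BMSCs-OE-FNDC5.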

Our RNA-seq data analysis showed that OE-FNDC5 inhibited the expression of *ULK2* and not *ULK1* in BMSCs and we verified this by qPCR (Fig. S2). Moreover, we demonstrated that OE-FNDC5 significantly reduced the level of ULK2 and that the transcription factor, Sp1, plays a key role in the regulation of ULK2 by FNDC5. Luciferase assays confirmed the direct effect of Sp1 on ULK2 transcription. These results are consistent with the work of Demeter et al. [35], which indicated that ULK1 and ULK2 have specific transcriptional regulators that are also involved in different processes.

Specificity proteins (Sp) are a well-known family of transcription factors that includes Sp1 to Sp4 [36–38]. These factors are essential for cell growth, differentiation, apoptosis, and carcinogenesis and are implicated in a wide range of crucial processes [37, 39]. Many genes with putative GC-rich Sp-binding sites in their promoters are activated by Sp1 during transcription. In our study, the *ULK2* promoter sequence acquired from the UCSC database was rich in GC-box consensus sequence (see Supplementary 4), and was verified as an Sp1 binding site in the pcDNA-Sp1 transfection luciferase assay. Furthermore, in vitro experiments revealed that OE-FNDC5 down-regulated Sp1 in BMSCs under H/SD. Accordingly, overexpression of Sp1 aggravated the destructive autophagy in BMSCs and reversed the protective effect on cell viability of FNDC5 in BMSCs under H/SD. These results are consistent with previous findings that Sp1 promotes autophagy [40–42]. Furthermore, we have explored ULK2 as a new autophagy target protein of Sp1 and confirmed a key role of Sp1 in the regulation of autophagy by FNDC5 in BMSCs. However, we have not identified the particular pathway through which FNDC5 downregulates Sp1. Post-translational modifications and interactions with other protein factors modulate the activity of Sp1 [37, 43, 44] and FNDC5/Irisin can activate the intracellular kinase signaling pathway through integrin αV/β1 or αV/β5 receptors in the cell membrane [45, 46]. We therefore hypothesize that FNDC5 may modulate various phosphatases in BMSCs and thereby affect the activity of Sp1. We will investigate this hypothesis in more detail in future studies.

Numerous methods have successfully promoted the survival of transplanted stem cells. However, drug trials need to consider toxicity, side effects, and interspecies variation [47, 48]. There are ethical concerns with the clinical application of gene editing technology [49, 50]. Biomedical engineering technology is extremely complex, expensive and difficult to implement widely in a short period of time [51]. Therefore, the development of treatment methods that closely resemble physiology can better advance the clinical translation of MSC transplantation therapy. FNDC5/Irisin is recognized as a myokine that is released into the bloodstream after exercise-induced skeletal muscle contraction [52]. The effect of physical exercise on neurological recovery in MCAO rats treated with stem cells has recently been demonstrated [53, 54]. In the present study, the survival rate of OE-FNDC5-modified BMSCs in MCAO rats was higher than that in the control group. The transplanted BMSCs-OE-FNDC5 alleviated neuronal apoptosis, reduced the cerebral infarct volume, improved neurological defects and promoted neurovascular proliferation in MCAO rats through inhibition of Sp1. These results enrich our knowledge of the molecular mechanisms by which physical exercise enhances the efficacy of MSC therapy. They also promote the clinical application of MSC therapy assisted by physical exercise.

Taken together, our results indicate that FNDC5 down-regulates Sp1 and reduces the expression of *ULK2*, thereby inhibiting BMSCs autophagy, decreasing apoptosis and protecting cell viability upon H/SD. BMSCs-OE-FNDC5 transplantation can significantly alleviate ischemic brain injury, promote neurovascular proliferation, and restore neurological function in MCAO rats. These findings help to reveal novel molecular mechanisms related to MSC-based therapies in cerebral infarction. Preconditioning MSCs with FNDC5/Irisin may shed light on improving the regenerative capacity of MSCs in various ischemic tissues.

## Material and methods

### BMSC preparation and lentivirus transfection

Rat BMSCs were obtained from femurs and tibias of 2-month-old male Sprague–Dawley (SD) rats. After mechanical dissociation of the bone, the marrow was extracted and flushed repeatedly with Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen, Baseley, UK). The collected cell suspension was filtered, centrifuged, and resuspended in DMEM containing 20% fetal bovine serum (FBS; Gibco, Grand Island, NY), 100 U/ml penicillin and 100 mg/ml streptomycin (Sigma-Aldrich, St Louis, MO). These primary cultures of BMSCs were seeded in culture flasks (1×10^8^ cells/flask) and incubated in a 37 °C, 5% CO_2_ incubator. After 24 h the medium was replaced with fresh medium to remove non-adherent cells. The cells were passaged three times and then assessed by flow cytometry before use in experiments.

Once BMSCs reached 50–70% confluency, they were transduced with FNDC5 (Rat FNDC5 Gene ID: 260327), Sp1 (Rat Sp1 Gene ID: 24790), or blank lentivirus for 72 h. Briefly, medium was replaced with fresh medium containing 6 μg/ml polybrene and viral suspension (multiplicity of infection = 10). After 4 h, the polybrene was diluted by adding 2 ml fresh medium. The next day, the transduction medium was replaced with a fresh culture medium. The lentivirus in this study that overexpressed FNDC5 (OE-FNDC5) or Sp1 (OE-Sp1) were commercially provided by Shandong WeiZhen Bioscience Technology. Plasmid vectors were tagged by green fluorescence protein (GFP) or luciferase (for details see Supplementary 5–7). For stem cell tracing, BMSCs were co-cultured with the non-cytotoxic membrane dye, Dil (10 µM; KaiXin, Xi’an, China) for 20 min at 37 °C before transplantation. Transduction efficiency was evaluated under a fluorescence microscope (Olympus, Tokyo, Japan).

### Hypoxia/serum deprivation (H/SD) injury

BMSCs were routinely seeded into 6-well plates (Corning, NY) and cultured in DMEM supplemented with 10% FBS. To mimic hypoxia and ischemia injury in vivo, BMSCs at 70–80% confluency were cultured under hypoxic conditions of 1% O_2_, 94% nitrogen (N_2_), and 5% CO_2_ in glucose-free and serum-free medium for indicated times (12, 24, and 48 h). Control BMSCs were not exposed to H/SD.

### Cell viability assessment

BMSCs were washed with PBS, processed using the Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions and then detected using a flow cytometer (BD Biosciences, USA). The CCK8 assay was used to evaluate BMSC proliferation under different treatments. In brief, cells were suspended and seeded into 96-well plates (Corning) and cultured under H/SD conditions for 12, 24, and 48 h. CCK8 solution (Beyotime) was added to the medium according to the manufacturer’s instructions and absorbance was measured at 450 nm.

### Luciferase assays

A wild-type plasmid containing a full-length ULK2 promoter sequence (−2000 to 0) and a mutant (MUT) plasmid were constructed and designated pGL4-ULK2-wt and pGL4-ULK2-mut, respectively (for details of the mutant sequence, see Supplementary 8). 293 T cells were co-transfected with either of the above plasmids, a dual Luciferase reporter plasmid and pcDNA3.1-Sp1 or pcDNA3.1-basic. Forty-eight hours after transfection, cells were lysed and centrifuged at 12,000 × *g* for 1 min. The supernatant was collected and luciferase activity measured using the Dual-Luciferase® Reporter Assay System (Dual-Luciferase® Reporter Assay System, E1910, Promega, Madison, WI, USA). For relative luciferase activity calculations, the firefly value was normalized to the *Renilla* value.

### Cerebral ischemia/reperfusion (I/R) rat model

Adult male SD rats (weighing 280–300 g) supplied by the Guangdong Medical Laboratory Animal Center were used to establish the cerebral I/R model. All experimental procedures in this study complied with the guidelines of the Institutional Animal Committee of the Affiliated Yan’An Hospital of Kunming Medical University (Approval ID: 2021035). All rats were maintained on a 12 h light/dark schedule and had free access to chow and water *ad libitum*, unless otherwise specified.

We simulated transient cerebral I/R using the previously described MCAO model [55]. Thirty-six male SD rats were randomly divided into six groups (*n* = 6 rats per group): Sham-control, MCAO, MCAO + BMSCs-OE-NC, MCAO + BMSCs-OE-FNDC5, MCAO + BMSCs-OE-FNDC5 + OE-NC and MCAO + BMSCs-OE-FNDC5 + OE-Sp1. Rats were anesthetized with 10% sodium pentobarbital (1 ml/300 g) by intraperitoneal injection. The internal and external carotid arteries were exposed and isolated and the distal part of the external carotid artery was dissected. Monofilament nylon (4–0) was advanced through the right internal carotid artery to the origin of the middle cerebral artery. I/R was caused by withdrawing the wire after 2 h of embolization. During the surgery, the room temperature was maintained at 22 °C. On completion of all experiments, rats were sacrificed by cervical dislocation. We ensured that animals were handled with the utmost care and all efforts were taken to minimize their suffering.

### Intracerebral transplantation of BMSCs

BMSCs (1 × 10^6^ cells/10 μL DMEM) were injected by intra-cerebroventricular injection (1 μl/min) using a stereotaxic apparatus (68005; RWD, Shenzhen, China) 24 h after MCAO. Stereotactic coordinates were: anteroposterior, 1.1 mm; mediolateral, 1.5 mm; depth, 4.5 mm. The neurological deficit score of MCAO rats was assessed on days 1, 7, and 14 after cell transplantation. Subsequently, rats were sacrificed by decapitation and brain tissues were collected.

### Bioluminescence imaging

Cell tracing by bioluminescence imaging was performed on days 1, 7, and 14 after BMSC transplantation using an AniView100 imaging System (BLT, Guangzhou, China). Briefly, rats were anesthetized and injected intraperitoneally with D-luciferin substrate at 150 mg/kg. They were then placed onto a stage inside the camera chamber, with continuous exposure to isoflurane. Bioluminescence images were acquired 10 min after luciferin injection. Signal intensities from each region of interest (ROI) were quantified as average photons/s/cm2/sr/ (μw/cm^2^) using Living Image Analysis software (BLT AniView100, Guangzhou, China).

### Infarct volume measurement

Seven and fourteen days after BMSC transplantation, the cerebral infarct volume was measured by TTC staining. Briefly, fresh 2-mm-thick coronal brain slices were incubated in 2% TTC (Sigma) at 37 °C for 20 min. The white infarct area was measured using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Cerebral infarct proportion was calculated according to the formula: corrected percentage of infarct volume = total infarct volume/volume of the contralateral hemisphere × 100%. All assessments were conducted under blinded conditions.

### Behavioral tests

#### Modified neurological severity score (mNSS)

Neurological deficits were graded according to the mNSS at 1, 7, and 14 days after MCAO. The mNSS score ranges from 0 to 18 (normal score, 0; maximal deficit score, 18) and consists of various levels of neurological dysfunction to motor, sensory, balance and reflex systems [56]. All assessments were conducted under blinded conditions.

### Morris water maze

The spatial learning and memory of rats were assessed by the Morris water maze test [57]. For four consecutive days, rats received navigation training five times per day. Each training interval was longer than 30 min. Rats were placed into the water of different quadrants facing the wall and the time from entering water to climbing onto the platform was recorded as the escape latency. If a rat could not find the platform within 2 min, they were pulled onto the platform by the investigator and the time was recorded as 120 s. On day 5, the platform was removed. The time spent swimming in the quadrant where the platform had been located was recorded as duration in the target area. The swimming paths, escape latency and duration in the target area were automatically recorded and analyzed by the MWM101 Behavior Analysis System (Bio-will Co., Ltd. Shanghai, China). All assessments were conducted under blinded conditions.

### Immunofluorescence staining

The autophagy representative marker, Microtubule-associated protein one light chain 3 II/B (MAP1LC3/LC3 II/B) was detected by immunofluorescence. BMSCs in 6-well plates were fixed by incubation with 4% paraformaldehyde at room temperature for 15 min. After rinsing 3 × 15 min in PBS, the wells were incubated with blocking solution, followed by incubation with the primary LC3 II/B antibody (1:1000, Abcam, Cambridge, UK) for 1 h at room temperature. After washing three times with PBS, cells were incubated with an anti-mouse FITC-conjugated secondary goat antibody (1:500, Servicebio, Wuhan, China) in a blocking solution for 45 min at room temperature shielded from light. Before imaging, the wells were incubated with DAPI (1:500, Servicebio, Wuhan, China) for nuclear staining. Images were acquired using an upright fluorescence microscope (Olympus).

To detect neuron survival and endogenous neurovascular proliferation at the edge of the infarct area, immunofluorescence staining of BDNF, CD31, and α-SMA was performed. Briefly, six rats were randomly selected for each group. Brain sections were incubated in 0.2% Triton X-100 (Beyotime) for 10 min and blocked with 10% goat serum in PBS for 30 min at room temperature. Then, sections were incubated overnight at 4 °C with primary antibodies against BDNF (1:100, ABclonal Technology, Wuhan, China), CD31 (1:100, ABclonal Technology), and α-SMA (1:200, Proteintech, Wuhan, China). After rinsing 3 × 15 min in PBS, the sections were incubated with a biotinylated anti-rat secondary antibody (1:500, ABclonal Technology) and DAPI for 60 min at room temperature. Finally, coverslipped slides were photographed under a BX53 microscope (Olympus).

### Quantitative real‑time PCR (qRT‑PCR)

Total RNA was isolated from cells using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. RNA preparations were treated with PrimeScript Reverse Transcriptase (Takara, Dalian, China) to generate cDNAs. qRT-PCR was performed using DNA Master SYBR Green I mix (Qiagen, Hilden, Germany) on a StepOnePlus^TM^ system (Applied Biosystems, Carlsbad, CA, USA). Data were normalized against β-actin and relative gene expression was calculated using the 2^−ΔΔCT^ method. ΔCt = (Ct of gene of interest − Ct of actin). The qRT-PCR primers were designed using Primer3Plus software and are listed in Table 1.

**Table 1:** Primers used in real-time polymerase chain reaction.

Gene	Sequence (5' → 3')	Produce size (bp)
R-ATG12-F	CGGACTGTCCAAGCACTCAT	112
R-ATG12-R	CTTCTTGGTCTGGGGAAGGG	
R-ATG4C-F	GCTCGTGACAAGGCTGTTAT	128
R-ATG4C-R	TTGCCGCCAATGATACCAAC	
R-ULK1-F	ATGGTACAATCAGCTGCACTCG	125
R-ULK1-R	TCAATGTCTGCCTGGTCCGT	
R-ULK2-F	TGGAGCATAGGAACGGTGAT	167
R-ULK2-R	TGAAGCAAGCCCAAAAGGAG	
R-Sp1-F	CAGCAGCGGATCATCAGGG	121
R-Sp1-R	TCCTTGCAGTGATCCTCCT	
R-FNDC5-F	TAACCGTCAGGCACCTCAAG	115
R-FNDC5-R	CGCAGCATCCTCACATCCTT	

### Western blotting

Collected cells were lysed in radioimmunoprecipitation assay buffer (Beyotime) for protein extraction. Protein concentration was measured using a Bradford assay kit (Beyotime). Protein samples were separated by 12% sodium dodecyl sulfate‐polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride membranes (Millipore, USA). After blocking in 5% non-fat milk for 1 h, the membranes were incubated with primary antibodies against Beclin 1, p62, FNDC5, Sp1, ULK2 (1:1000; all from ABclonal) or β-actin (1:2000; Santa Cruz, VA, USA) at 4 °C overnight. After rinsing with TBS-T buffer, membranes were incubated with an appropriate horseradish peroxidase-conjugated secondary antibody (1:5000, ABclonal) for 2 h. Membranes were treated with an enhanced chemiluminescence (ECL) Plus Western Blotting Detection Kit from GE Healthcare and protein bands were then visualized using an ECL detection system (Tanon 4600, Shanghai, China). All values were normalized against an equal loading control.

### RNA sequencing and bioinformatics analysis

RNA-seq was performed on BMSCs-OE-FNDC5 and BMSCs-OE-NC that were cultured under H/SD conditions for 24 h. The sequencing was performed on the Illumina sequencing platform by Novogene. Acquired DEGs were subjected to GO functional and KEGG pathway enrichment analysis. We screened out the three most significantly differentially expressed autophagy-related genes (∣log FC∣ ≥ 1, *p* value < 0.05) for experimental validation. The FASTA sequences (first 2000 bp) of the above three autophagy-related genes were retrieved from the UCSC database (https://genome.ucsc.edu) and used to predict transcription factors in the JASPAR database (https://jaspar.genereg.net). Finally, ten predicted transcription factors with a correlation rate greater than 90% were further intersected with DEGs identified from the RNA-seq data.

### Statistical analysis

All quantitative data are presented as the mean ± standard deviation of n independent experiments. Comparison among multiple groups was analyzed using ANOVA followed by Tukey’s post hoc test. Student’s *t* test (unpaired, two-tailed) was used to analyze differences between two groups. All statistical tests were performed using GraphPad prism 9.0, and *p* value < 0.05 was considered statistically significant. No sample size estimate was performed, but sample size was selected based on previous experiments. All assays were repeatable in independent experiments and the figures presented are representative.

### Supplementary information

Figure S1

Figure S2

Legends for Fig S1-S2

Supplementary 4 ULK2 promoter Seq

Supplementary 5 Plasmid FNDC5-GFP

Supplementary 6 Plasmid FNDC5-LUC

Supplementary 7 Plasmid Sp1-GFP

Supplementary 8 ULK2 TFBS mutation

Full length western blots

## Data Availability

The datasets generated during the current study are available from the corresponding authors upon reasonable request. The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE231837.

# Supplementary material for: FNDC5 inhibits autophagy of bone marrow mesenchymal stem cells and promotes their survival after transplantation by downregulating Sp1
**Source:** Cell Death Discov. 2023 Sep 6;9:336. doi: 10.1038/s41420-023-01634-4
**Supplement:** Supplementary file 3 — Legends for Fig S1-S2

**Fig. S-1** **OE-FNDC5 has small effects on BMSC autophagy and viability under normal culture conditions.** **A** Immunofluorescence of LC3 II/B in BMSCs cultured under normoxia and nutrient-sufficiency after transfection of OE-FNDC5 lentivirus or vector control. **B** CCK-8 assay detection of BMSC proliferation after OE-FNDC5 lentivirus or vector control transfection under normal culture conditions. **C** Flow cytometry detection of BMSC apoptosis after OE-FNDC5 lentivirus or vector control transfection under normal culture conditions. Data are presented as the mean ± SD, **p* < 0.05, ***p* < 0.01, n = 3, Scale bar = 100 μm.

**Fig. S-2 OE-FNDC5 decreased the mRNA level of *ULK2* not *ULK1*.** qRT-PCR demonstrated that the mRNA level of *ULK2* was significantly decreased by OE-FNDC5 in BMSCs under H/SD. However, OE-FNDC5 had only a minor effect on the mRNA level of *ULK1.* Data are presented as the mean ± SD, ***p* < 0.01, n = 3.

# Supplementary material for: FNDC5 inhibits autophagy of bone marrow mesenchymal stem cells and promotes their survival after transplantation by downregulating Sp1
**Source:** Cell Death Discov. 2023 Sep 6;9:336. doi: 10.1038/s41420-023-01634-4
**Supplement:** Supplementary file 4 — Supplementary 4 ULK2 promoter Seq

>ratULK2-promoter

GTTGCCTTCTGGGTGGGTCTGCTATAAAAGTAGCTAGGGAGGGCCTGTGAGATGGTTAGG

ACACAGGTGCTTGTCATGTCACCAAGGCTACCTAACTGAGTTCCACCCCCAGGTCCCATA

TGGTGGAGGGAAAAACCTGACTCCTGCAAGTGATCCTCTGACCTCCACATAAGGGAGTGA

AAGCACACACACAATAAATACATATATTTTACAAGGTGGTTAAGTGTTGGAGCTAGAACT

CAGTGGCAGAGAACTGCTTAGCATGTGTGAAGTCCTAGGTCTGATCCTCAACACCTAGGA

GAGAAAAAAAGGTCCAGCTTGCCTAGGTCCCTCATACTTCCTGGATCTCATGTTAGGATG

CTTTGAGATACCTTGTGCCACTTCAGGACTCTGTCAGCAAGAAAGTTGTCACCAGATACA

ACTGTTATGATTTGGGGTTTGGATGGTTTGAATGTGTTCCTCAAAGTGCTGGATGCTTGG

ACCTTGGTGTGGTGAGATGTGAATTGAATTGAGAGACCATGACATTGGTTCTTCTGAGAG

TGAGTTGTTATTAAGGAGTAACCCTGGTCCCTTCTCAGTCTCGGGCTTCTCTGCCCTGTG

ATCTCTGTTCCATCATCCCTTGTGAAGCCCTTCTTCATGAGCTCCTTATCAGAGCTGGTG

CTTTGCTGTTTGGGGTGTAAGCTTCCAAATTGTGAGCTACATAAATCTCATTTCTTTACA

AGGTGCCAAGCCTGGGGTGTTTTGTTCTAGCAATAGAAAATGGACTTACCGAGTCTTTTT

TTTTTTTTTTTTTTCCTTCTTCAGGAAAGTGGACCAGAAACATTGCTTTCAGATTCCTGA

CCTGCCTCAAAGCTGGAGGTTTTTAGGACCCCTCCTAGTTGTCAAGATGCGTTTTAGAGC

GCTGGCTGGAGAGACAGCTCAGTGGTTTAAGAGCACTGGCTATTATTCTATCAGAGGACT

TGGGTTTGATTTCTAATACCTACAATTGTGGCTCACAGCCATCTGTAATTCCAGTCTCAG

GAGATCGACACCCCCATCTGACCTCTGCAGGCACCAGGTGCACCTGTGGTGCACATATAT

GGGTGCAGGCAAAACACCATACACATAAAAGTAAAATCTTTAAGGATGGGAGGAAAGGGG

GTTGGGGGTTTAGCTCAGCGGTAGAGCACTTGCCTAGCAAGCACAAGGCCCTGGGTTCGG

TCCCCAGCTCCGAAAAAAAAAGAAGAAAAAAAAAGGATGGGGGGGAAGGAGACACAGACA

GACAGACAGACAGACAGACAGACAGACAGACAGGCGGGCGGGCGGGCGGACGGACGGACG

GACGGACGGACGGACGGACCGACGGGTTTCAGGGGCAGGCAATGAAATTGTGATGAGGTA

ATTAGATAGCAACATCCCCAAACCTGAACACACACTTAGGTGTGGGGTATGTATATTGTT

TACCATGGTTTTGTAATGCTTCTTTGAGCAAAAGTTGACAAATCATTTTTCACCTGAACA

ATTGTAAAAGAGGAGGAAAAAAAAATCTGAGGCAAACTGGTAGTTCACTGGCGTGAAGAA

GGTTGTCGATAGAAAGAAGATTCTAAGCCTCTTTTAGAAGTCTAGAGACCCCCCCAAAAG

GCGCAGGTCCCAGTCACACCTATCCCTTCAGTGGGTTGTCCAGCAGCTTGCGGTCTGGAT

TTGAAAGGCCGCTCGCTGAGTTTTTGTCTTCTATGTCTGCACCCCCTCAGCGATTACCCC

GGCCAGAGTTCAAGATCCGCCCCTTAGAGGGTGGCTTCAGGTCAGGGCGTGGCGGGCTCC

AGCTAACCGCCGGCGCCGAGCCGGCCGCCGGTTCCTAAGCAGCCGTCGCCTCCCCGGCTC

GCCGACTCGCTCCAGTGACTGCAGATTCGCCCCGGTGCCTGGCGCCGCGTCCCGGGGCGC

GCACTCCTTTTCTCGGCGGA

# Supplementary material for: FNDC5 inhibits autophagy of bone marrow mesenchymal stem cells and promotes their survival after transplantation by downregulating Sp1
**Source:** Cell Death Discov. 2023 Sep 6;9:336. doi: 10.1038/s41420-023-01634-4
**Supplement:** Supplementary file 9 — Full length western blots

**Original Western Blot images (unprocessed)**

**Fig. 1 C**

Groups (from the left to the right): Control, H/SD 12h, H/SD 24h, H/SD 48h.

1. Beclin-1

1. p62

1. β-actin

**Fig. 2 F**

Groups (from the left to the right): H/SD, H/SD+OE-NC, H/SD+OE-FNDC5.

1. ULK2

1. Beclin-1

1. p62

1. β-actin

**Fig. 3 D**

Groups (from the left to the right): Control, H/SD, H/SD+OE-NC, H/SD+OE-FNDC5.

1. Sp1

1. β-actin

**Fig. 4 B**

Groups (from the left to the right): Control, OE-NC, OE-Sp1.

1. Sp1

1. β-actin

**Fig. 4 E**

Groups (from the left to the right): H/SD, H/SD+OE-NC, H/SD+OE-Sp1.

1. ULK2

1. β-actin

**Fig. 4 G**

Groups (from the left to the right): H/SD, H/SD+OE-NC, H/SD+OE-Sp1.

1. Beclin-1

1. p62

1. β-actin

**Fig. 5 B**

Groups (from the left to the right): H/SD, H/SD+OE-FDNC5, H/SD+OE-FNDC5+OE-NC, H/SD+OE-FNDC5+OE-Sp1.

1. ULK2

1. Beclin-1

1. p62

1. β-actin

How the deposited data were processed for this re-analysis (not part of the article)

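Gene expression was measured by RNA-seq in 3 libraries of BMSCs-OE-FNDC5 and 3 of BMSCs-OE-NC after H/SD for 24 h. The deposited files hold gene counts and FPKM values made by the submitters, whose notes name CASAVA, Bowtie2 2.2.3, HISAT2 2.1.0, TopHat2, HTSeq 0.6.0 and DESeq2. Counts were whole numbers with a different total in each library. FPKM values equalled the count divided by the table's gene length in kilobases and by a scaled library size, with a single constant per library. Total counts were 17430287 to 17965722 in BMSCs-OE-NC and 16640635 to 17229490 in BMSCs-OE-FNDC5.

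Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the groups were compared with the quasi-likelihood test (glmQLFit, glmQLFTest) with condition as the only term. P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1. Means and SD are of TMM-scaled CPM. The log2 ratio of Ulk2 to Ulk1 was also compared by an exact permutation test of the 6 libraries, two-sided.

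Genes named in the text followed a rule with 3 parts. These were the genes the paper names for their RNA with relatives and receptors fixed beside them, the 12 largest rises and 12 largest falls among genes with a mean of at least 10 CPM that had a gene symbol and whose groups did not overlap, and in each list up to 4 members with the smallest p in the direction most of its changed members took. A gene that the rule would have named is not reported here. The other 179 genes were higher in 84 cases, were lower in 92 and did not pass the test in 3. In all, 44 gene lists covered autophagy, lysosome, stress, hypoxia, cell death, proliferation, metabolism, matrix, lineage, signalling and other cell types, and 41 had at least 2 tested genes. They were tested with camera (limma 3.58.1) on voom values with a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the 41 lists.

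As alternatives, the counts were analysed with DESeq2 1.42.0, with the scaling of DESeq2 (RLE), upper-quartile scaling or library size only in edgeR, without a filter, with at least 10 counts in every library, with limma-voom, with glmTreat, with the adjusted p alone as threshold, with replicate number as a block, and with each library left out in turn. FPKM values were analysed with limma-trend after log2(FPKM + 1) and log2(FPKM + 0.1). A fit with each library's trend of log2 counts with gene length (lowess, span 0.3) as an offset was added after the data had been seen.

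The edgeR procedure was tested on simulated counts with the depth of these libraries, 3 against 3, with 200 of 11909 genes changed. At an adjusted p under 0.05 in the right direction, without the fold threshold, it recovered 59.7% of genes changed 1.5-fold, 73.1% of genes changed 2-fold and 95.5% of genes changed 4-fold, and 6.75% of its calls were false. These rates apply where few genes change. They need not carry over to the real comparison, in which 4469 genes rose and 4692 fell of 12104 tested. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qPCR, western blot, immunofluorescence, luciferase and animal experiments have no deposited files and were left out, and sequencing reads were not reprocessed.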

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

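The tests of gene length and of genes with uneven counts were chosen after these patterns had been seen, and so was the fit with the length trend removed. In genes outside those the paper discusses, 11 gene lists moved against the other genes in camera with a preset correlation. Median log2 fold changes were 1.13 for cytosolic ribosomal proteins, 0.99 for histones, 0.76 for cell cycle, 0.70 for nuclear oxidative phosphorylation, 0.66 for DNA replication, 0.64 for antioxidant targets of NRF2, 0.56 for glycolysis and 0.51 for the proteasome. They were -0.34 for extracellular matrix, -0.65 for Wnt signalling and -0.85 for TGF-beta and BMP signalling. With an estimated correlation, their adjusted p lay between 0.22 and 0.42, and 0 were called (6 of 41 lists at an unadjusted p under 0.05, and 37 by fry, which tests direction within a list). The sign of each of these medians held under every scaling that was run, but their size did not. Scaled by library size only, they were 0.76 for ribosomal proteins, 0.62 for histones, 0.39 for cell cycle, 0.33 for oxidative phosphorylation, 0.29 for DNA replication, 0.27 for NRF2 targets, 0.19 for glycolysis, 0.14 for the proteasome, -0.71 for matrix, -1.02 for Wnt signalling and -1.22 for TGF-beta and BMP signalling.

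The first pattern was the fall of log2 fold change with gene length (Spearman's correlation -0.44 across genes, bootstrap standard error 0.0074). Short abundant gene families alone are argued against, since the correlation was -0.39 without ribosomal, oxidative phosphorylation and proteasome genes and all genes shorter than 1 kb. A loss of long RNA in extraction or library preparation stays open: given genomic span and mean expression, the partial correlation with gene length was -0.29, as such a loss predicts, but a change of long messenger RNAs in the cells predicts it as well, and preparation cannot be separated from group here. Lower transcription of genes with a long genomic span also stays open, since the partial correlation with span, given gene length and mean expression, was -0.19, between the values set for and against it. FNDC5 overexpression itself, as a biological source of the trend, stays open and untested.

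The second pattern was 67 genes with at least 10 CPM in their highest library whose counts differed more than 5-fold between libraries of the same group. Srm, Capns1 and Rps6 were among them. Some had few counts in the other libraries, such as Atn1, with 187 counts in its highest library and 25 to 48 elsewhere. Reads traded between a pair of genes are argued against: 10.4% had a partner that made the summed counts steady, against 16.5% after permuting within groups. That test was written after the pattern had been seen, and its explanation was narrowed to pairs after the result. Of 66 genes with uneven counts that had a description, 25.8% had another gene of the same description (95% interval 15.8 to 38.0). The share was 35.8% among all tested genes with a description. Most of the genes with uneven counts were thus not scored as having a copy of this kind, which does not show that they had no copy. For those scored as having one the values cannot decide, since the interval holds the share of all tested genes. That test was run after the first was negative. It could not have favoured copies, since it asked for 3 times the percent of all genes. The pair test cannot see more than 2 copies, so the source stays unidentified, and no biological explanation was tested.

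The count of differentially expressed genes was also taken over all 10 splits of the 6 libraries into 3 and 3. Only 1 split, the real one, gave 3315 or more, and the highest other split gave 1 gene. With 10 splits the share cannot go under 0.1.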

How the results depend on the processing

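The fit with the length trend removed was chosen after seeing the data, and all other alternatives were set before the data were examined. Over 16 alternatives, 2813 of 2859 values of the 179 named genes kept their direction and their side of an adjusted p of 0.05. Of the others, 26 no longer passed it, 7 came to pass it and 13 changed sign, not counting those where neither value passed. Genes higher numbered 483 scaled by library size only, 4469 at the adjusted p alone and 647 with glmTreat, and genes lower 3338, 4692 and 1193 in the same order and 706 on log2(FPKM + 1). The other alternatives stayed within 1.5 times, including the block by replicate (1181 higher, 2117 lower) and leaving out each library (1167 to 1186 higher, 2073 to 2144 lower). With the length trend removed, 938 genes were higher and 1492 lower, 1896 of them shared with the 3315. That fit changed the sign of Ulk1 (0.059), Becn1 (0.0227), Jun (0.11), Ern1 (0.11), Srebf2 (0.24), Fasn (0.56) and Col1a1 (0.38). Ulk1 (adjusted p = 0.54), Becn1 (0.64) and Ern1 (0.12) did not pass in it. These 7 genes span 3089 to 9139 bases, where median log2 fold change was negative and the fit takes that trend out. Library size only, which shifts all genes down, changed the sign of Map1lc3b (-0.34), Atg7 (-0.19), Itgb5 (-0.32), Bcl2l2 (-0.20), Tgfb1 (-0.0292) and Vegfb (-0.013). Tgfb1 (adjusted p = 0.46) and Vegfb (0.83) did not pass there. Map1lc3b (adjusted p = 0.43) and Itgb5 (0.10) had not passed with TMM scaling. The difference between Ulk2 and Ulk1 was -0.56 on log2(FPKM + 1) and -1.07 on log2(FPKM + 0.1), so that it turned on the constant added to FPKM. With a library left out it was -1.31 to -1.03. Transcription factors past both thresholds numbered 3 scaled by library size only (Sp1, Fos and Creb1) and 2 with the length trend removed (Cebpa and Creb1). No autophagy list was called by camera under any of 16 alternatives (lowest adjusted p 0.13 to 0.31), and fry gave an adjusted p under 0.05 for core machinery and negative regulators. Lists that came to be called were lysosome (adjusted p = 0.039 with upper-quartile scaling and 8.4e-04 with library size only, highest 0.26), and with DESeq2 p53 targets, inflammatory cytokines, mesenchymal markers, smooth muscle and the mitochondrial programme. Mitochondrially encoded genes were called with library size only (adjusted p = 0.041, highest 0.38), and with inflammatory cytokines and smooth muscle once the length trend was removed. What moved these lists was not tested. Replicate numbers did not pair the samples: deviations from the group mean correlated at 0.02, -0.01 and -0.01 between libraries of the same number. Depth limits genes such as Atg4c, at 25 to 131 counts per library.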

Differences from the paper's values

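The tests of the restored promoter sequence and of the length trend were chosen after seeing the values. So were the ranks past both thresholds and with receptors. The others were set before the data were examined. The paper places the Sp1 site of the ULK2 promoter, GGGGGTTGGG in Fig. 3E, at the paper's -1206 to -1197. In the promoter sequence of the supplement it occurs once, at -804 to -795 counted from the 3′ end, and at 1137 to 1146 counted from the 5′ end, or at 1197 to 1206 from the 5′ end if the 60 bases by which that copy falls short of the paper's 2000 (1940 are given) lay before the site. That placement is an assumption, taken from a double blank line after base 420 where a line of 60 bases would stand. None of the alternatives applies to this position.

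The paper's count of genes lower is 2063, against 2124 here at the thresholds printed in Fig. 2B, and Fig. 2B gives about 1300 genes higher, read by eye, against 1191. DESeq2 gave 2062 genes lower and 1331 higher, and the fit without a filter 2316 and 1339. Fig. 3B shows a smaller total of differentially expressed genes than Fig. 2B, and the paper does not say why.

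The paper states that OE-FNDC5 lowered ULK2 and not ULK1. It bases this on RNA-seq and on qPCR, in which the change of ULK1 was minor. Here Ulk1 had a log2 fold change of -0.54 (adjusted p = 1.2e-04), short of the threshold of 1. Over 15 alternatives it was -0.91 to -0.46 (adjusted p 1.4e-07 to 0.0027), so that Ulk1 did not pass both thresholds under any of them. With the length trend removed, chosen after seeing the values, it was 0.06 (adjusted p = 0.54). At the adjusted p alone, an alternative not among the 15, Ulk1 counted as lower. Ulk2 fell by more than Ulk1 under each of the 16 alternatives in which both were compared, limma-voom and glmTreat not among them.

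The paper names ATG12, ATG4C and ULK2 as the most significantly lowered autophagy genes. Its rule sets an absolute log fold change of at least 1 and p under 0.05. Of 99 genes of the core machinery and its regulators, 13 fell past both thresholds used here, and by p-value Ulk2 was 3, Atg12 was 4 and Atg4c was 13 of these. Of the 5 core genes among them they were 1, 2 and 5, and with receptors included 8, 9 and 18 of 18. By the size of the fall they were 1, 9 and 12 of the 99, and 2, 12 and 15 of 115 with receptors. These ranks past both thresholds and with receptors were counted after seeing the values.

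The paper states that regulation of autophagy was enriched and lowered. At an adjusted p under 0.05 alone, 11 of 30 positive regulators rose and 13 fell, and 11 of 27 negative regulators rose and 13 fell. With the fold threshold as well, 0 positive regulators rose and 4 fell, and 1 negative regulator rose and 4 fell. The counts without the fold threshold depend on scaling. With library size only 4 rose and 20 fell, and 4 rose and 18 fell. With the length trend removed 13 rose and 9 fell, and 15 rose and 8 fell. Camera, which compares a list with all other genes, called neither list under TMM scaling (adjusted p = 0.84 for both, 0.29 to 0.98 for negative and 0.31 to 0.95 for positive regulators over 16 alternatives). These lists are not the GO and KEGG terms of Fig. 2C, and camera is not the enrichment test of the paper.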

Other observations

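No test in this part was added after seeing the results except the fit with the length trend removed and the genes said to be chosen later. Of 14 tested surface and niche markers of mesenchymal stem cells, 9 fell and 5 rose in BMSCs-OE-FNDC5, and camera did not call the list (median log2 fold change -1.004, adjusted p = 0.16 from camera and 0.44 with an estimated correlation). Pdgfra (-1.86), Pdgfrb (-1.62) and Cxcl12 (-1.72) were the leading falls. Of 31 inflammatory cytokines and chemokines, 18 fell and 9 rose (median -0.18, adjusted p = 0.094), including Il11 (-2.52), Cxcl6 (-2.41) and Lcn2 (-1.15). Genes of smooth muscle and myofibroblasts rose in 8 of 13 and fell in 4 (median 0.75, adjusted p = 0.25), with Acta2 at 1.54 and Tagln at 1.12. Of 22 targets of p53, 13 rose and 4 fell (median 0.19, adjusted p = 0.13), but 6 rose and 11 fell scaled by library size only (median -0.18). The cell cycle inhibitor Cdkn1a went from 103 ± 4.75 CPM (SD, n = 3) to 642 ± 17.1 CPM (SD, n = 3), and Phlda3 was at 1.97. Among pro-apoptotic genes 12 of 26 rose and 10 fell (median -0.003, mean 0.13, adjusted p = 0.52), with Bax (1.42) and Bok (1.91) among the rises. Among anti-apoptotic genes 5 of 12 rose and 5 fell (median -0.12, adjusted p = 0.98). Scaled by library size only, 9 pro-apoptotic genes rose and 15 fell (median -0.37), and 3 anti-apoptotic genes rose and 8 fell (median -0.49). The irisin receptor integrins had 4 up and 6 down of 13 (median -0.32, adjusted p = 0.52), with Itgav at -1.11, Itgb1 at -1.02 and Itgb5 at 0.05 (adjusted p = 0.10). These integrins had 6 up and 4 down with the length trend removed (median 0.23), but 1 up and 9 down scaled by library size only (median -0.69).

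Stress and metabolism lists that camera did not call went both ways. The integrated stress and unfolded protein response had 22 of 36 genes up and 10 down (median 0.36, adjusted p = 0.13), led by Trib3 (1.85) and Phgdh (1.37). Scaled by library size only, 13 of them rose and 17 fell (median -0.01). Heat shock genes had 10 of 15 up and 5 down (median 0.30, adjusted p = 0.20), with Hspb1 and Hspb8 both at 1.14. With library size only, 6 heat shock genes rose and 7 fell (median -0.07). Of 36 genes of the hypoxia response, 12 rose and 18 fell (median -0.11, adjusted p = 0.52), including Kdm3a (-1.75) and Plod2 (-0.89). Of 35 lysosome genes, 11 rose and 20 fell (median -0.16, adjusted p = 0.19), including Lamp2 (-1.04) and Npc1 (-1.33). With library size only, 4 hypoxia genes rose and 24 fell (median -0.48), and 3 lysosome genes rose and 29 fell (median -0.53). Cholesterol synthesis had 8 of 22 up and 9 down (median -0.22, mean 0.03, adjusted p = 0.97, and 9 up when adjusted over the list alone). Fatty acid synthesis had 3 of 15 up and 11 down (median -0.42, adjusted p = 0.16), with Scd2 at -0.79. Mitochondrially encoded genes had 3 of 13 up and 7 down (median -0.17, adjusted p = 0.29, and 4 up when adjusted over the list alone), with ND5 at -1.08. The mitochondrial and thermogenic programme, which includes Fndc5 itself, had 8 of 17 up and 5 down (median -0.04, mean 0.76, adjusted p = 0.40), with Ucp2 at 1.97 and Esrra at 1.02. Of this programme 7 rose and 10 fell scaled by library size only (median -0.41).

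Interferon response genes had 7 of 25 up and 8 down (median -0.07, mean 0.07, adjusted p = 0.998, and 6 up when adjusted over the list alone). Immediate early genes had 9 of 26 up and 13 down (median -0.09, adjusted p = 0.85), with Egr1 at -0.69. Growth factors of nerve and vessel had 9 of 23 up and 9 down (median 0.13, mean -0.32, adjusted p = 0.74), with Bdnf at 0.58. Of these growth factors 3 rose and 13 fell scaled by library size only (median -0.24). Their median was -0.06 with DESeq2 and -0.10 without a filter. Of osteogenic genes 2 of 7 rose and 5 fell (median -0.56, adjusted p = 0.25), with Runx2 at -1.38. Of adipogenic genes 3 of 7 rose and 2 fell (median 0.13, and -0.24 scaled by library size only; adjusted p = 0.95), with Plin2 at 1.12, and of chondrogenic genes 1 of 5 rose and 2 fell (median -0.17, adjusted p = 0.98), with Sox9 at -1.08. Other medians also changed sign. With the length trend removed they were 0.18 for cholesterol synthesis, 0.02 for fatty acid synthesis, 6e-04 for interferon response, 0.36 for pro-apoptotic genes, 0.59 for chondrogenic genes, 0.17 for the mitochondrial programme and -0.30 for adipogenic genes. With DESeq2 they were 0.14 for pro-apoptotic and 0.09 for chondrogenic genes, and with at least 10 counts in every library 0.05 for anti-apoptotic genes and 0.12 for the mitochondrial programme. Within a list, fry gave the direction up against the sign of the median for the pro-apoptotic, anti-apoptotic, cholesterol, interferon, chondrogenic, immediate early and mitochondrial programme lists, and down for growth factors. For all lists in this part not otherwise marked, counts with TMM scaling were equal when adjusted over the list alone.

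Transcripts of the proteins the paper followed by western blot and immunofluorescence were measured in the same libraries, a comparison of RNA and not of protein. Becn1, which encodes Beclin 1, went from 67.7 ± 1.71 CPM (SD, n = 3) to 52.0 ± 0.499 CPM (SD, n = 3), a log2 fold change of -0.38 that was 0.02 with the length trend removed. Sqstm1, which encodes p62, went from 1087 ± 1.64 CPM (SD, n = 3) to 1856 ± 4.53 CPM (SD, n = 3), a log2 fold change of 0.77, or 0.40 scaled by library size only. Map1lc3a was at 1.04, or 0.59 with the length trend removed and 0.67 scaled by library size only, and Map1lc3b at 0.03 (adjusted p = 0.43), or -0.34 scaled by library size only. Atg7 was at 0.18 (adjusted p = 0.048, and 0.40 with upper-quartile scaling), but at -0.19 scaled by library size only (adjusted p = 0.035).

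In the promoter sequence of the supplement, GC made up 49.9% of bases. The GC box GGGCGG occurred 3 times on the strand as given, at -645, -641 and -637 counted from the 3′ end, and 1 time on the other strand, at -184.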
